# Transcriptomic profiling of the telomerase transformed Mesenchymal stromal cells derived adipocytes in response to rosiglitazone

**DOI:** 10.1186/s12863-022-01027-z

**Published:** 2022-03-09

**Authors:** Moza Mohamed Al-Ali, Amir Ali Khan, Abeer Maher Fayyad, Sallam Hasan Abdallah, Muhammad Nasir Khan Khattak

**Keywords:** Telomerase-transformed mesenchymal stromal cells (iMSC3), Adipogenesis, Brown adipocytes, White adipocytes, Differentiation, mRNA-seq, Rosiglitazone, Transcriptomic analysis

## Abstract

**Background:**

Differentiation of Immortalized Human Bone Marrow Mesenchymal Stromal Cells - hTERT (iMSC3) into adipocytes is in vitro model of obesity. In our earlier study, rosiglitazone enhanced adipogenesis particularly the brown adipogenesis of iMSC3. In this study, the transcriptomic profiles of iMSC3 derived adipocytes with and without rosiglitazone were analyzed through mRNA sequencing.

**Results:**

A total of 1508 genes were differentially expressed between iMSC3 and the derived adipocytes without rosiglitazone treatment. GO and KEGG enrichment analyses revealed that rosiglitazone regulates PPAR and PI3K-Akt pathways. The constant rosiglitazone treatment enhanced the expression of *Fatty Acid Binding Protein 4 (FABP4)* which enriched GO terms such as fatty acid binding, lipid droplet, as well as white and brown fat cell differentiation. Moreover, the constant treatment upregulated several lipid droplets (LDs) associated proteins such as *PLIN1*. Rosiglitazone also activated the receptor complex *PTK2B* that has essential roles in beige adipocytes thermogenic program. Several uniquely expressed novel regulators of brown adipogenesis were also expressed in adipocytes derived with rosiglitazone: *PRDM16*, *ZBTB16*, *HOXA4*, and *KLF15* in addition to other uniquely expressed genes.

**Conclusions:**

Rosiglitazone regulated several differentially regulated genes and non-coding RNAs that warrant further investigation about their roles in adipogenesis particularly brown adipogenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12863-022-01027-z.

## Background

Obesity is a growing health challenge worldwide. The global prevalence of obesity and overweight has increased to the pandemic levels [1]. According to the World Health Organization’s (WHO) recent data, more than 1.9 billion adults are overweight, and over 650 million are obese [2]. Obesity is a complex disorder characterized by an excessive or abnormal and pathological increase in fat deposition in adipose tissue. This excessive accumulation, in turn, increases the body mass index (BMI) above the normal range, causing deregulation of the metabolic balance and general health risks [2–4]. It is a major risk factor for many non-communicable and chronic diseases, including type 2 diabetes, dyslipidemia, hypertension, cardiovascular, musculoskeletal disorders, Alzheimer’s disease, and even some cancers. Moreover, it can amplify the risk they pose [1, 5].

Despite the availability of many different therapeutic approaches and interventions to control obesity, the problem remains unsolved. The conventional therapeutic approaches have many limitations which are pointing to the need for finding a new, novel, and innovative approach to treat obesity effectively [4, 6]. Stem cells of different types have shown their broad capacity and effectiveness in the treatment of different diseases through their differentiation potentials. Utilizing adipose-derived stromal cells through cell-based therapy seems a promising strategy to manage obesity and related syndromes [4]. However, further understanding of adipogenesis is required for the development of effective treatment [7].

Mesenchymal Stem Cells (MSCs) are multipotent cells that has the capacity of differentiating into a variety of mesodermal cells including adipocytes [7]. Therefore, MSCs play a vital role in obesity through the generation of adipocytes, and the differentiation is considered an in vitro model of obesity [7, 8]. Adipogenesis is characterized by sequential changes in the cell’s gene expression profile, primarily at the transcriptional level and then differential regulation of proteins [9]. Various early, intermediate, and late markers such as mRNAs and proteins are expressed as a result of activation by several groups of transcription factors, hormones, growth factors, and extracellular matrix (ECM) proteins [9, 10]. All of these modulators work in an ordered multistep process by transferring extracellular growth and differentiation signals and regulating the whole differentiation process intracellularly. MSCs will initiate to accommodate the spherical shape, enlarge and accumulate triglyceride droplets in their cytoplasm displacing the nucleus to the cell periphery, and acquire the biochemical characteristics of a mature adipocyte [11, 12]. The multistep process of adipogenesis is divided into two major phases [7]. The first phase is known as the determination or the commitment phase where the multipotent MSCs commit to the adipocyte lineage and appear as pre-adipocytes. The second phase is known as terminal differentiation. Here, the pre-adipocytes are converted to mature adipocytes acquiring the full characteristics and the necessary adipocyte-specific machinery [9, 13].

Adipose tissue is classically divided into two subtypes: Brown Adipose Tissue (BAT) and White Adipose Tissue (WAT) [9]. White adipocytes are the primary site of fat storage in the form of triacylglycerol in periods of energy excess, and the main fat metabolism orchestrator that works to release energy during energy deprivation [9, 10]. When the energy requirements exceed the energy reserves, the stored triacylglycerol is mobilized as free fatty acids and glycerol through lipolysis [14]. Brown adipocytes, on the other hand, serve to dissipate energy through thermogenesis rather than fat storage and are relatively scarce unlike the widely distributed white adipocytes [9, 10]. Given these facts, it is concluded that excess WAT is the main cause of obesity.

For effective prevention, management, and better therapeutic intervention of obesity, it is essential to study adipogenesis from progenitor cells to mature adipocytes and unravel the molecular mechanisms in such differentiation. This can be achieved by identifying the main signaling pathways and different genes that play a key role in the differentiation process. In adipose tissue, the *nuclear peroxisome proliferator-activated receptor γ (PPAR-γ)* is a ligand-activated transcription factor being the master regulator of BAT and WAT adipogenesis. It has vital roles in glucose and fatty acid metabolism [15]. Rosiglitazone is one of the thiazolidinediones drugs (TZDs) that was used as an anti-diabetic drug and is a *PPAR-γ* analog [15, 16]. As reported in our previous study, rosiglitazone enhanced adipogenesis by overexpression of the two transcription factors: *PPAR-γ* and *CCAAT/enhancer binding protein α (C/EBP-α)*. More specifically, brown adipogenesis was enhanced by the upregulation of *Early B Cell Factor 2 (EBF2)* and *Uncoupling protein 1 (UCP1)* [17]. We reported that rosiglitazone enhances brown adipogenesis in association with the upregulation of the MAP kinase and PI3 kinase pathways. However, a deeper understanding of genes regulation during adipogenic differentiation, particularly brown adipocytes, and the effects of rosiglitazone on the transcriptomes during the differentiation is needed to be unraveled.

Therefore, in this study, we investigated the transcriptomic profiles of iMSC3 and the differentiated adipocytes from iMSC3 in the presence and absence of rosiglitazone. This transcriptomic study confirmed our previous findings and further our understanding about the molecular processes that govern the adipogenic differentiation program of iMSC3, and the effects of rosiglitazone on the enhanced adipogenic differentiation, particularly brown adipogenesis.

## Results

### Rosiglitazone enhances the differentiation of iMSC3 cells into adipocytes

To unravel the role of rosiglitazone in adipogenesis, the iMSC3 were differentiated in vitro into adipocytes without and with the addition of 2 μM of rosiglitazone. The morphological changes at the beginning and the end of the differentiation cycles are demonstrated in (Fig. 1). The undifferentiated iMSC3 adherent cells have fibroblast like morphology (Fig. 1A). At the end of the differentiation cycle, the adipocytes from control (Fig. 1B) and treated cells (Fig. 1C,D) were stained with Oil-O red and nile red to specifically visualize the cytoplasmic LDs formation under different experimental conditions, and DAPI to stain the nucleus. The observed morphological changes in control and rosiglitazone treated cells are characteristics of mature adipocytes. The intensity of the stain increased in adipocytes with 2 μM rosiglitazone treatment (Fig. 1C,D) in comparison with the control adipocytes (Fig. 1B) as indicated by the arrows. The stain was most intense in adipocytes derived in the presence of rosiglitazone in both induction and maintenance media (Fig. 1D). The number of lipid vesicles greatly increased and enhanced with rosiglitazone treatment. This shows that rosiglitazone enhanced adipogenesis at the morphological level. Our previous study confirmed that rosiglitazone significantly increased the lipid content of the differentiated adipocytes through lipid quantification and increased the expression of *Fatty Acid Synthase (FASN)* gene responsible for triglycerides synthesis [17].

**Fig. 1:**
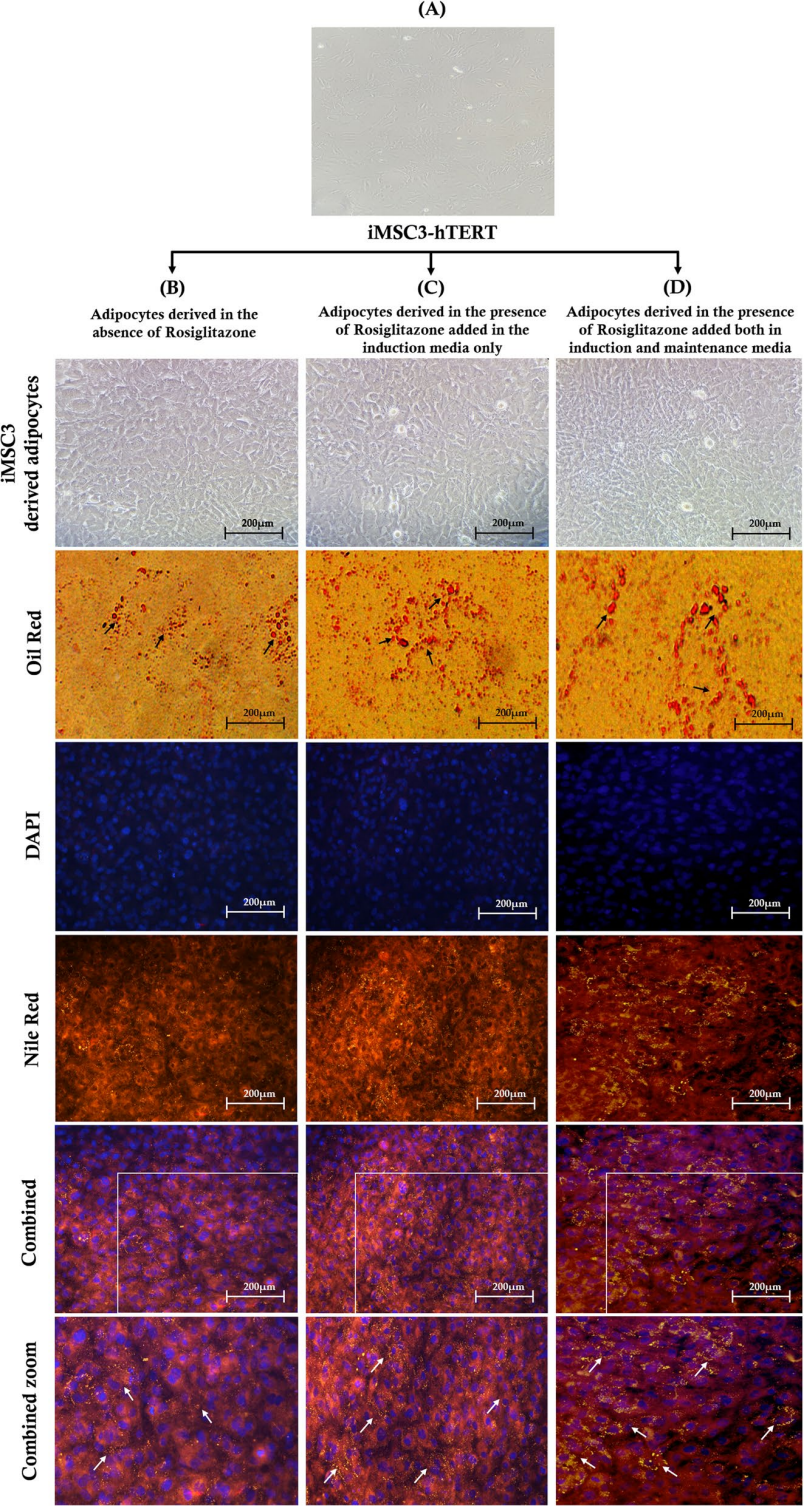
The effect of rosiglitazone on the differentiation of iMSC3 cells into adipocytes. **(A)** Fibroblast-like adherent mesenchymal stromal cells at 50–60% confluency, **(B)** mature differentiated adipocytes without rosiglitazone, **(C)** with rosiglitazone treatment in induction media only, and **(D)** both in induction and maintenance media. The iMSC3-derived adipocytes from control and treated groups were stained with nile red and Oil-O red to observe the lipid droplets accumulation and DAPI to visualize the nucleus. The observed morphological changes are characteristics of mature adipocytes. The lipid vesicles greatly increased and enhanced under rosiglitazone treatment

### mRNA sequencing, mapping and quantification

To understand the molecular mechanism of rosiglitazone in enhancing adipogenesis at the transcriptomic level, RNA-seq was carried out. 

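The RNA came from iMSC3, an established line of immortalized human mesenchymal stromal cells, and was sequenced as 12 paired-end mRNA libraries, 3 in each of 4 groups. Group A was undifferentiated, and groups B, C and D were carried through 3 cycles of induction and maintenance media over 12 days. Group B received no rosiglitazone, group C received 2 μM rosiglitazone in the induction media, and group D received 2 μM in both media. The paper states that the differentiation was repeated 3 times with biological and technical replicas. Its methods describe the groups tested for differential expression as holding 3 biological replicates each. The text does not tie a library's number to an experiment. The p-values here measure the spread between these libraries, part of which can be technical. The authors trimmed the reads with fastp, aligned them with STAR and counted read pairs per gene with featureCounts (versions, genome build and strand setting are not given in the sources used here). The deposited values are whole, unnormalized counts per gene, with identifiers that are those of GENCODE 29 on GRCh38. Total counts per library were 16414639 to 19268160 (median 17071829) in group A, 18764192 to 24951044 (median 24699797) in B, 18895875 to 24795124 (median 23695367) in C and 19372441 to 22442281 (median 19683496) in D. Each pair of groups was tested with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, with Benjamini-Hochberg adjustment, and an adjusted p under 0.05 is a call. A gene that is called, or not called, without a given library refers to the 6 fits that each leave out 1 of the 6 libraries of a comparison. Such a fit has fewer libraries and less power, so a lost call need not depend on the library left out. DESeq2, the tool the paper used, was run as a second test. Levels are CPM after TMM scaling, and standard errors are those of the edgeR log2 fold change. Gene lists were written before the data were examined. The lists called not independent here hold genes whose values in the paper's tables had been seen by then. The first principal component of log2 CPM held 44.7% of the variance and separated group A (-120.4, -52.14 and -54.73) from all other libraries (11.89 to 35.4). The second held 20.3% and set A replicate 1 (65.24) against A replicates 2 and 3 (-63.81 and -56.98). On the third (11.6%), D replicate 3 (68.98) and C replicate 3 (22.67) had the highest values. On the fourth (8%), B replicate 2 (27.81) lay among the C libraries (19.6 to 31.87), whereas B replicates 1 and 3 (-15.96 and -13.44) lay with the D libraries (-26.14 to -14.37).

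**Figure D1:**
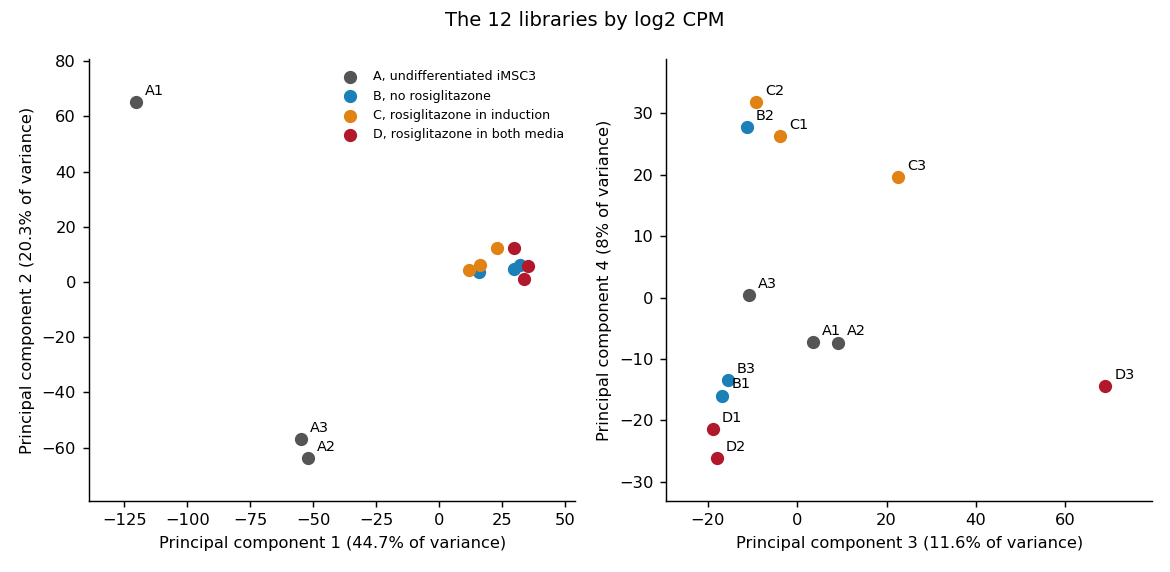
Principal components 1 to 4 of log2 CPM over 15926 genes, 1 point per library, with the group in color. Group A lies apart from B, C and D on component 1, D replicate 3 lies at 68.98 on component 3, and B replicate 2 lies at 27.81 on component 4.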

The sequenced mRNAs were obtained following the experimental plan depicted in (Fig. 2). To ensure the quality of downstream analysis, the sequencing raw reads were filtered to obtain clean reads by removing adaptor sequences or low-quality reads. The sequencing had effectively generated large numbers of high quality paired-end reads in all samples. 

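Between 81.71% and 84.18% of each library's clean read pairs were counted in a gene. Fibronectin (FN1) was the most abundant gene in every library but A replicate 1, and periostin (POSTN), another matrix protein, was so in A replicate 1 with 2.343% of its counts. Mitochondrially encoded genes took 2.969% to 4.815% of the counts in group A, 3.487% to 4.099% in B, 3.325% to 3.864% in C and 4.385% to 5.788% in D. The lowest RNA integrity numbers of Table S3 are 5.7 in D replicate 3, 6.7 in A replicate 1 and 6.9 in C replicate 3, and the other libraries have 8.2 to 9.5. The GC content of the clean reads in Table S1 is 46.49% in A replicate 1 and 48.75% in D replicate 2, against 49.74% to 50.24% in the other libraries. Of 21 macrophage and leukocyte genes, 10 had 3 counts or fewer in A replicate 1. Over the 7 with a level, the median log2 ratio of A replicate 1 to the mean of the other A libraries was 0.64.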

All data quality is summarized in (Table S1). Spliced Transcripts Alignment to a Reference (STAR) software was used to map clean reads directly to the reference transcriptome for the differential expression gene (quantification) analysis. The summary of reads mapping to the reference genome is reported in (Table S2).

**Fig. 2:**
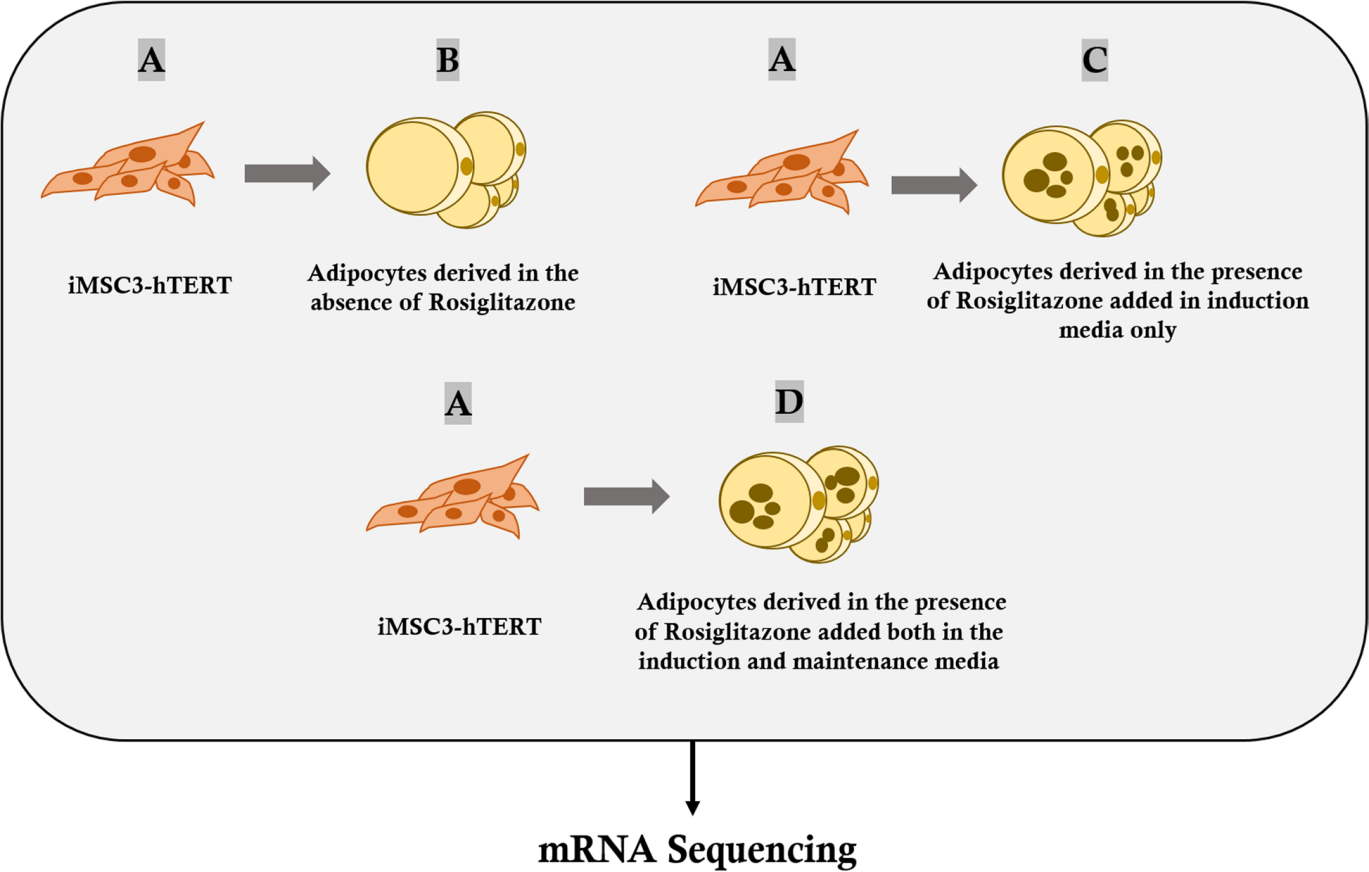
Graphical representation of the RNA-seq experimental plan. Undifferentiated iMSC3 cells **A**, iMSC3-derived adipocytes without rosiglitazone **B**, iMSC3-derived adipocytes under rosiglitazone treatment in induction media only **C**, iMSC3-derived adipocytes under rosiglitazone treatment both in the induction and maintenance media **D**. The total mRNAs from iMSC3 and the differentiated adipocytes were extracted for mRNA sequencing

### Differential gene expression analysis

The abundance of transcripts reflects gene expression level, which is calculated by the number of mapped reads and represented as Fragment Per Kilobase per Million mapped reads (FPKM) value. Read counts are proportional to gene expression level, gene length, and sequencing depth. The read counts obtained from gene expression analysis as FPKM values were used for the analysis of Differentially Expressed Genes (DEGs). The analysis was performed for each two comparison groups separately with biological replicates using the DESeq2 R package. A total of 1508 genes were found to be differentially expressed between undifferentiated iMSC3 and the fully differentiated adipocytes A vs B, among which 757 were downregulated and 751 were found to be upregulated. 

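Among the genes that rose most from undifferentiated iMSC3 to adipocytes B were COMP, a cartilage matrix protein (log2 fold change 8.98, standard error 0.37, edgeR adjusted p = 2.64e-04), and APOE, a lipid-carrying apolipoprotein, which went from 1.42 ± 0.387 to 200.3 ± 13.4 CPM (SD, n = 3), a 136-fold rise (edgeR adjusted p = 2.64e-04). CADM3, a cell adhesion molecule, and H19, an imprinted noncoding RNA, rose 596-fold and 574-fold (edgeR adjusted p = 0.00199 and 0.00561). Complement factor D (CFD), also known as adipsin, rose 192-fold (log2 fold change 7.58, standard error 0.56, adjusted p = 0.00199). Some genes had 0 counts over the 3 libraries of A, so that only a lower bound can be given against a floor of 3 counts over the group. Apolipoprotein D (APOD) was at least 117.5-fold higher in B, the zinc finger gene ZBTB16 at least 107.1-fold, the chemokine-binding receptor ACKR1 at least 81.42-fold, MMP28 at least 71.85-fold and the lipoxygenase ALOX15B at least 68.03-fold. The protease inhibitor A2M had 965 counts in B against 1 in A, a ratio of 791 (95% counting interval 142 to 31272). The largest fall among called genes was that of MMP1, an interstitial collagenase, from 227 ± 156 to 0.499 ± 0.0562 CPM (SD, n = 3), or 462-fold (edgeR adjusted p = 0.00552). SERPINB2 fell 116-fold, the pregnancy-specific glycoprotein PSG1, which can share reads with its paralogs, 69.4-fold, BEX1 25.5-fold and the cytokine gene IL1B 23.6-fold (edgeR adjusted p = 0.00754, 0.0057, 0.00159 and 0.00957). In GRCh38, COMP lies on chromosome 19 from 18782773 to 18791314, APOE on chromosome 19 from 44905754 to 44909393 and MMP1 on chromosome 11 from 102789920 to 102798160. In all, 361 genes rose and 346 fell among 15000 tested (DESeq2: 747 and 744). Limma voom with quality weights gave 1733 and 2630, the replicate number as a block 160 and 89, and a term for the label prefix 16 and 0. The count changed when 1 library was left out: it was 66 without B replicate 1, 158 without B replicate 2, 72 without B replicate 3, 4267 without A replicate 1, 332 without A replicate 2 and 177 without A replicate 3. COMP, APOE, CADM3, H19, CFD, A2M, ACKR1, MMP28, MMP1, PSG1 and BEX1 were called in each of the 6 fits that leave out 1 library. APOD, ZBTB16, ALOX15B and IL1B were not called without B replicate 1 (adjusted p = 0.0599, 0.0692, 0.0687 and 0.0596) and without B replicate 3 (0.0519, 0.0612, 0.0709 and 0.0656). SERPINB2 was not called without B replicate 1 (adjusted p = 0.0599).

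**Figure D2:**
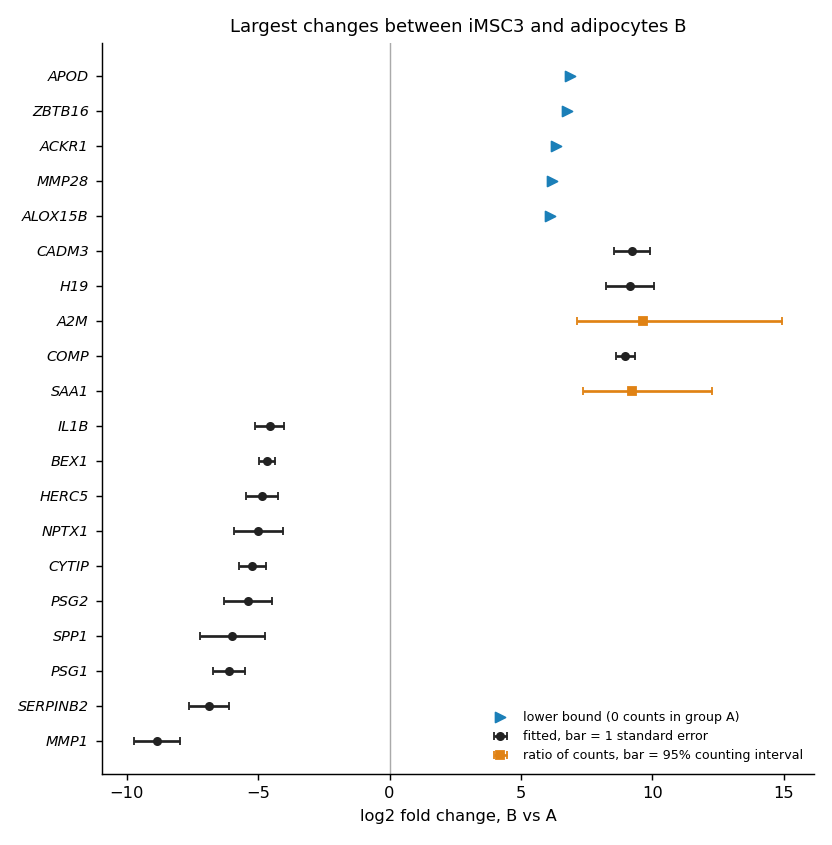
log2 fold change from undifferentiated iMSC3 (A) to adipocytes B for the 10 called genes with the largest rise and the 10 with the largest fall. Circles are fitted values with 1 standard error, arrows are lower bounds for genes with 0 counts in A, and squares are ratios of counts with a 95% counting interval. COMP lies at 8.98 and MMP1 at -8.85.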

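With rosiglitazone in the induction media only (C against B), no gene passed edgeR's test among 15531 tested, with 1326 genes at an unadjusted p under 0.05. DESeq2 called 19 genes higher and 62 lower in C, and limma voom with quality weights called 132 higher and 126 lower. Some of the lowest edgeR p-values belonged to genes with lower levels in C, at an adjusted p of 0.356. ACAN, the cartilage proteoglycan aggrecan, had a log2 fold change of -1.44 (standard error 0.23, DESeq2 adjusted p = 1.25e-05), and ZBTB16 one of -2.20 (standard error 0.42, DESeq2 adjusted p = 2.97e-04). PRG4, which encodes lubricin, had a log2 fold change of -2.15 (edgeR adjusted p = 0.377, DESeq2 0.00312), and IGFBP2, a binding protein of insulin-like growth factors, one of -1.93 (edgeR 0.356, DESeq2 0.0521). On the other side, TMEM158 had a log2 fold change of 0.95, the transcription factor FOXD1 one of 0.77 and the growth factor PDGFA one of 0.77 (DESeq2 adjusted p = 5.07e-04, 5.23e-04 and 0.0155, and edgeR 0.356, 0.356 and 0.377). Leaving out B replicate 2 changed this result: edgeR then called 193 genes higher and 296 lower, ACAN, ZBTB16, PRG4, IGFBP2, TMEM158, FOXD1 and PDGFA among them (adjusted p = 0.00398, 0.00104, 3.74e-04, 7.70e-05, 4.67e-04, 0.00328 and 0.00143). Without C replicate 1 edgeR called 1 gene, and 0 without any other single library.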

The genes are involved in the adipogenic differentiation of iMSC3 and consequently there is large transcriptomic changes between A and B. The comparison between the adipocytes derived in the presence of rosiglitazone added in induction media only with adipocytes derived without any addition of rosiglitazone C vs B revealed that 65 genes were downregulated and 21 upregulated giving a total of 86 DEGs. Furthermore, by comparing the transcriptomes of adipocytes derived with rosiglitazone in induction only and adipocytes derived in the presence of rosiglitazone in both induction and maintenance media C vs D, a total of 214 genes were found to be differentially expressed. Downregulated genes were 64, while the upregulated genes were 150. 

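Continuing rosiglitazone in the maintenance media (D against C) raised CIDEC, which drives the fusion of lipid droplets, from 2 to 91 counts over 3 libraries, a ratio of 47.8 (95% counting interval 12.8 to 400.4, edgeR adjusted p = 0.0265). BPIFB4 rose 21.7-fold (log2 fold change 4.44, standard error 0.39, edgeR adjusted p = 0.00519), the integrin subunit gene ITGA8 9.1-fold (adjusted p = 0.00899) and IGFBP2 5.99-fold, from 10.9 ± 2.28 to 64.7 ± 11.9 CPM (SD, n = 3, edgeR adjusted p = 0.00519). DDIT4L and RASD1, a Ras-related gene induced by dexamethasone, rose 7.08-fold and 6-fold (edgeR adjusted p = 0.00519 and 0.0265). ANGPTL4, an inhibitor of lipoprotein lipase, rose 5.22-fold (adjusted p = 0.0435). Among the 7 genes edgeR called lower, the largest fall was in PKNOX2, a homeobox transcription factor (log2 fold change -2.69, standard error 0.35, edgeR adjusted p = 0.0265), followed by ADAMTS14, a procollagen proteinase, at -1.68, and the potassium channel gene KCNK2 was also lower at -1.01 (edgeR adjusted p = 0.0265 and 0.0435). CIDEC lies on chromosome 3 from 9866711 to 9880254 and IGFBP2 on chromosome 2 from 216632828 to 216664436 in GRCh38. Among 15223 genes tested, 38 rose and 7 fell (DESeq2: 150 and 64). Deviations from the group mean correlated across genes at 0.163, 0.239 and 0.392 for C and D libraries of replicate numbers 1, 2 and 3. D replicate 1 and C replicate 2 correlated at 0.237, so the numbers 1 and 2 are not told apart and only number 3 stands out. With the replicate number as a block, edgeR called 114 higher and 32 lower. Limma voom with quality weights gave 590 and 357, the stricter filter 14 and 2, and a fit of all 4 groups together called none (smallest adjusted p = 0.276). Without D replicate 3 the count was 838, without C replicate 2 it was 0, without D replicate 1 it was 3, without D replicate 2 it was 4, and without C replicate 1 or C replicate 3 it was 7. In these fits, BPIFB4, IGFBP2 and DDIT4L were not called without C replicate 2 (adjusted p = 0.0801, 0.0801 and 0.0801). ITGA8 was not called without C replicate 1 (adjusted p = 0.0572), without C replicate 2 (0.131) and without D replicate 1 (0.0523). RASD1 was called only without C replicate 1 (adjusted p = 0.0256) and without D replicate 3 (3.78e-05). CIDEC, PKNOX2, ADAMTS14, KCNK2 and ANGPTL4 were called only without D replicate 3 (adjusted p = 1.10e-04, 8.46e-04, 2.88e-04, 8.56e-04 and 1.15e-06).

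**Figure D3:**
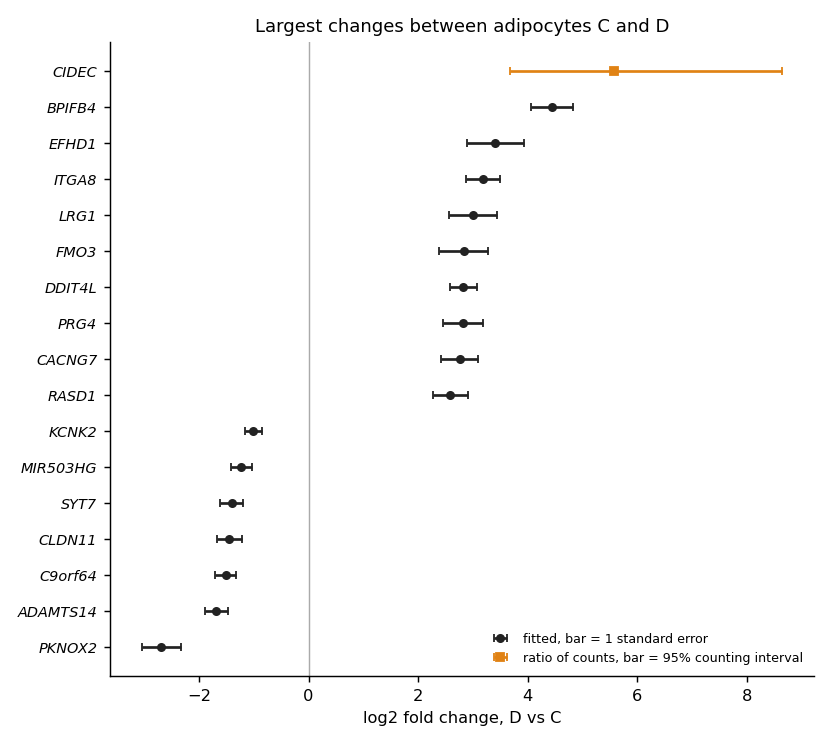
log2 fold change from adipocytes C to adipocytes D for the called genes with the largest rises and falls. Circles are fitted values with 1 standard error and squares are ratios of counts with a 95% counting interval. BPIFB4 lies at 4.44 and PKNOX2 at -2.69.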

Surprisingly, only one significant differential expression was observed between fully rosiglitazone treated adipocytes and untreated adipocytes D vs B in *FABP4* gene (Fig. 3A). 

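FABP4, the adipocyte fatty acid binding protein, lies on chromosome 8 from 81478419 to 81483263 in GRCh38. It had 13, 19 and 39 counts in the 3 libraries of D and 0 in each library of B, at least 25.99-fold higher in D against a floor of 3 counts over group B. Its adjusted p was 0.00437 with DESeq2 (log2 fold change 7.22) and 0.941 with edgeR's quasi-likelihood test (unadjusted p = 5.83e-04). The floor and interval of such low counts cover counting error only. PLIN4, a lipid droplet protein, had a log2 fold change of 1.76 (DESeq2 adjusted p = 0.0875), and PLIN1 one of 1.52 (standard error 0.37, edgeR adjusted p = 0.941). Of 15376 genes tested in D against B, edgeR called 0, with 394 at an unadjusted p under 0.05. DESeq2 called FABP4 only, and limma voom with quality weights called FABP4 and PLIN4. With every gene that had a count in the test, edgeR called 63 genes higher and 18 lower, and no fit that leaves out 1 library gave a call. Taking the filter away raised the genes tested to 31563 and moved the smallest adjusted p from 0.941 to 6.99e-15. The cause of this change was not tested.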

Volcano plots were used to infer the overall distribution of DEGs (Fig. 3B). The top 20 DEGs in each sequenced group are listed in (Table 1). The list of all differentially regulated genes is included in (Supplementary File 2).

**Fig. 3:**
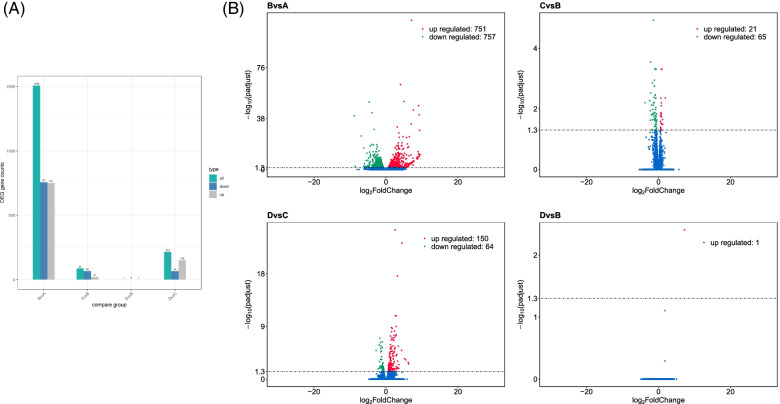
An overall presentation of differential gene expression analysis data. **A** Comparison of DEGs between undifferentiated iMSC3 A, adipocytes derived in the absence of rosiglitazone B, rosiglitazone added in induction media only C, and adipocytes derived in the presence of rosiglitazone added in both induction and maintenance media D. **B** Volcano plots demonstrating the overall distribution of DEGs. A high number of DEGs was found in B vs A compared to other groups studied. No significant differential expression was observed in D vs B except for one upregulated gene

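The 707 genes called between A and B compare with 0 in C against B, 45 in D against C and 0 in D against B (edgeR). APOE, COMP and MMP1 were among the genes whose 3 libraries of A did not overlap the 3 of B, as were all other called genes of that comparison. Such separated genes were 4935 (32.9%) of those tested in B against A, 1917 (12.3%) in C against B, 2320 (15.2%) in D against C and 1532 (9.96%) in D against B, where chance alone gives 10%. The median absolute log2 fold change of the called genes was 1.86 in B against A and 1.75 in D against C. In counts simulated from these libraries with 50 genes changed at each size, edgeR recovered 94% of 8-fold, 48% of 4-fold and 4% of 2-fold changes in B against A. The shares for 8-fold, 4-fold and 2-fold changes were 100%, 94% and 80% in C against B, 100%, 84% and 52% in D against C, and 94%, 78% and 36% in D against B. The simulated genes were drawn independently, so they hold no deviation shared by many genes of a library, unlike the real data. These shares therefore do not give the power in the real libraries. They do not show that the comparisons with 0 calls held few changes of these sizes.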

**Table 1:** Summary statistics of the top 20 DEGs between all experimental groups studied

Comparison Group	Ensembl	Gene Symbol	Gene Type	Log2 Foldchange	Adjusted ***P*** value
**A vs B**	ENSG00000175899	A2M	protein_coding	9.48319179798626	8.17365800438721E-12
	ENSG00000162706	CADM3	protein_coding	9.363748	4.91E-30
	ENSG00000189058	APOD	protein_coding	9.295496	7.84E-11
	ENSG00000130600	H19	processed_transcript	9.225326	1.32E-41
	ENSG00000173432	SAA1	protein_coding	9.197134	5.16E-12
	ENSG00000109906	ZBTB16	protein_coding	9.16458	2.70E-10
	ENSG00000018625	ATP1A2	protein_coding	9.085414	1.92E-12
	ENSG00000105664	COMP	protein_coding	9.065493	1.85E-48
	ENSG00000157766	ACAN	protein_coding	8.901535	4.89E-14
	ENSG00000094963	FMO2	protein_coding	8.842061	9.96E-09
	ENSG00000242221	PSG2	protein_coding	−5.478177262	1.76E-07
	ENSG00000213030	CGB8	protein_coding	−5.611914079	0.018018551
	ENSG00000134321	RSAD2	protein_coding	−5.820959567	0.003985431
	ENSG00000280744	LINC01173	lincRNA	−5.910671503	0.021523417
	ENSG00000118785	SPP1	protein_coding	−5.971966402	3.65E-05
	ENSG00000231924	PSG1	protein_coding	−6.148461684	9.60E-17
	ENSG00000267399	AC006305.2	lincRNA	−6.148961014	0.002403624
	ENSG00000197632	SERPINB2	protein_coding	−6.850408513	8.79E-26
	ENSG00000187689	AMTN	protein_coding	−8.565848285	0.004588762
	ENSG00000196611	MMP1	protein_coding	−8.843058373	7.52E-41
**B vs C**	ENSG00000226145	KRT16P6	transcribed_unprocessed_pseudogene	1.906834	0.004413
	ENSG00000130487	KLHDC7B	protein_coding	1.177422	0.032238
	ENSG00000230479	AP000695.1	antisense	1.140401	0.022382
	ENSG00000249992	TMEM158	protein_coding	0.962648	0.000486
	ENSG00000011347	SYT7	protein_coding	0.932066	0.032238
	ENSG00000178860	MSC	protein_coding	0.832252	0.018459
	ENSG00000204941	PSG5	protein_coding	0.822275	0.049956
	ENSG00000171631	P2RY6	protein_coding	0.806492	0.006323
	ENSG00000251493	FOXD1	protein_coding	0.781888	0.000501
	ENSG00000197461	PDGFA	protein_coding	0.780789	0.014805
	ENSG00000166448	TMEM130	protein_coding	−1.720031175	0.023062466
	ENSG00000115457	IGFBP2	protein_coding	−1.921042358	0.049956389
	ENSG00000027644	INSRR	protein_coding	−1.934781349	0.007549294
	ENSG00000112936	C7	protein_coding	−1.984568888	0.015663029
	ENSG00000116690	PRG4	protein_coding	−2.147330739	0.002988794
	ENSG00000109906	ZBTB16	protein_coding	−2.19922063	0.000284527
	ENSG00000230712	GGTLC4P	unprocessed_pseudogene	−2.265300867	0.011550051
	ENSG00000035664	DAPK2	protein_coding	−2.269291912	0.023766748
	ENSG00000145358	DDIT4L	protein_coding	−2.46254331	0.005384331
	ENSG00000064300	NGFR	protein_coding	−3.74063749	0.006322863
**B vs D**	ENSG00000170323	FABP4	protein_coding	7.220661624	0.003922
**C vs D**	ENSG00000184811	TRARG1	protein_coding	6.30441031	0.002390337
	ENSG00000170323	FABP4	protein_coding	6.181716427	0.001357736
	ENSG00000187288	CIDEC	protein_coding	5.526394468	0.000503077
	ENSG00000142973	CYP4B1	protein_coding	5.16623179	0.000315358
	ENSG00000186191	BPIFB4	protein_coding	4.445982062	6.01E-24
	ENSG00000064300	NGFR	protein_coding	4.322344932	1.25E-05
	ENSG00000069122	ADGRF5	protein_coding	3.605555324	0.003274355
	ENSG00000241644	INMT	protein_coding	3.565028765	0.015203987
	ENSG00000115468	EFHD1	protein_coding	3.429678334	2.21E-06
	ENSG00000166819	PLIN1	protein_coding	3.275438842	0.000873093
	ENSG00000013297	CLDN11	protein_coding	−1.468389004	5.93E-06
	ENSG00000170961	HAS2	protein_coding	−1.527061186	0.000424167
	ENSG00000165118	C9orf64	protein_coding	−1.529325645	5.64E-07
	ENSG00000250038	AC109588.1	lincRNA	−1.665267793	0.006007246
	ENSG00000138316	ADAMTS14	protein_coding	−1.696240088	9.84E-08
	ENSG00000255364	SMILR	lincRNA	−1.803735522	0.000992088
	ENSG00000235513	AL035681.1	antisense	−1.807650771	0.012265022
	ENSG00000172061	LRRC15	protein_coding	−1.885245728	1.49E-06
	ENSG00000139629	GALNT6	protein_coding	−2.142177667	0.016769417
	ENSG00000165495	PKNOX2	protein_coding	−2.721732704	1.24E-05

### Co-expression analysis

The co-expression Venn diagram presents the number of genes that are both uniquely and commonly expressed within each group comparison. 

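Lists of expressed genes were taken as genes with a mean FPKM above 1, with FPKM computed from the counts and the mean transcript length of GENCODE 29. ZBTB16 (0 counts in A, mean FPKM 3.97 in B) and EGR2 (mean FPKM 0.29 in A and 5.55 in B) passed this line in B only. The 584 genes on the list of A and not of B, and the 690 of B and not of A, were mostly near it: 81.0% and 78.1% of them had a mean FPKM of 1 to 2. In the group where they were listed, 152 of the 584 and 322 of the 690 were above 1 in every library. edgeR called 54 of the 584 and 147 of the 690 (DESeq2: 110 and 215). With FPKM above 1 in each of the 3 libraries as the rule, 326 genes were listed in A only and 922 in B only.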

Comparing undifferentiated iMSC3 A and the derived adipocytes in the absence of rosiglitazone B, a total of 584 genes were found to be uniquely expressed in A and 690 genes in B sharing 12,604 genes, including many involved in the adipogenesis. When the control group B is compared to adipocytes derived in the presence of rosiglitazone added in induction media only C, the number of co-expressed genes obtained is 12,833. 

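PRDM16, a transcriptional co-regulator, passed a mean FPKM of 1 in B (1.22 ± 0.39, SD, n = 3) and not in C (0.77 ± 0.12), and PKNOX2 passed it in C (1.90 ± 0.40) and not in B (0.84 ± 0.96). Of the 461 genes above that line in B and not in C, 94.1% had a mean FPKM of 1 to 2, and of the 251 in C and not in B, 97.2%. edgeR called none of them, although 87 and 30 had an unadjusted p under 0.05 (DESeq2: 10 and 0 called). Among these, 33 genes of B and 10 of C were above 1 in each library of their group and at or below 1 in each library of the other.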

Notably, group B has more unique genes than C, having a total of 461 and 251 genes, respectively. On the other hand, when C transcriptome is compared to adipocytes derived in the presence of rosiglitazone added in both induction and maintenance media D, the analysis demonstrates that group D has 551 unique genes compared to 326 genes for C. Finally, the comparison of group B with D yields a total of 12,948 co-expressed genes. 

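CIDEC and PLIN4 were among the genes with a mean FPKM above 1 in D (1.49 ± 0.61 and 1.43 ± 0.83, SD, n = 3) and not in C (0.03 ± 0.03 and 0.23 ± 0.11). PKNOX2 was above 1 in C and not in D (0.30 ± 0.04). Of the 551 genes listed in D and not in C, 15 were called by edgeR and 45 by DESeq2. Of the 326 listed in C and not in D, 2 and 6 were called. A mean FPKM of 1 to 2 was found for 91.7% and 94.5% of these genes. When FPKM above 1 in each of the 3 libraries was required, the order turned: 366 genes were listed in D only and 423 in C only.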

Group D has 361 uniquely expressed genes while B showed only 346 genes. Overall, the later pair compared showed a higher number of uniquely expressed genes (Fig. 4), in contrast to the number of DEGs within the group. 

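FABP4 was the only gene of either list that DESeq2 called between B and D, and edgeR called 0 of the 361 genes of D and 0 of the 346 of B, with 26 and 27 at an unadjusted p under 0.05. The number of genes in 1 group only was 1274 for A and B, 712 for B and C, 877 for C and D and 707 for B and D. Genes between 1 and 2 FPKM made up 98.1% of those in D only and 95.1% of those in B only. Without D replicate 1, 526 genes were listed in B only, and with FPKM above 1 in each of the 3 libraries 533 were listed in B only and 280 in D only.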

The list of all uniquely expressed genes is included in (Supplementary File 3).

**Fig. 4:**
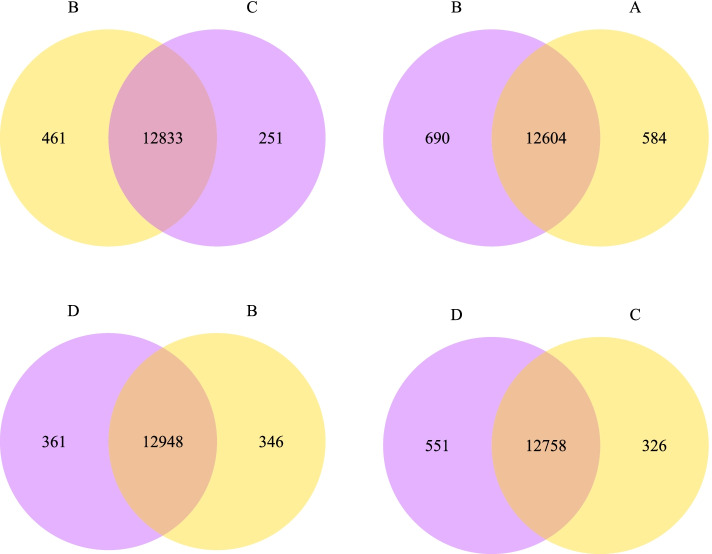
The Coexpression Venn diagram presenting the number of uniquely expressed genes in each group and the number of coexpressed genes in comparison with amongst the groups: undifferentiated iMSC3 **A**, adipocytes derived in the absence of rosiglitazone **B**, rosiglitazone added in induction media only **C**, and adipocytes derived in the presence of rosiglitazone added in both induction and maintenance media **D**

### GO and KEGG enrichment analysis of DEGs enriched significant signaling pathways under rosiglitazone treatment

To functionally classify the differentially regulated genes and to identify their involvement in metabolic pathways, GO & KEGG enrichment analyses were performed. Through enrichment analysis of the DEGs, significant biological GO terms or pathways were found to be enriched amongst the different groups. GO and KEGG enrichment analyses were performed using ClusterProfiler software with *P* value < 0.05. By comparing the DEGs in undifferentiated iMSC3 with fully differentiated adipocytes A vs B, 574 significant GO terms and 6 KEGG pathways were obtained [18]. The main 20 GO terms that are enriched during the iMSC3 differentiation into adipocytes B are given in (Fig. 5A&B). According to the results, DEGs between these two groups were mainly enriched in chromosomal assembly, cell cycle pathways, and ECM related genes. 

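The genes of DNA replication that passed were lower in B than in A. Among 45 measured genes of a list of DNA replication and S phase, which is not independent, 14 were lower, 0 were higher and 31 did not pass edgeR's test, and 34 were lower when adjusted over the list alone. The replication factor gene MCM10 had a log2 fold change of -1.44, GINS2 one of -1.48 and CDC45 one of -1.12 (edgeR adjusted p = 0.0105, 0.0244 and 0.0263). Matrix genes that passed mostly rose. Of 61 matrix glycoprotein and proteoglycan genes, 16 rose, 1 fell and 44 did not pass (20 higher and 2 lower when adjusted over the list alone), among them ACAN (8.65) and ECM2 (2.81) higher and NOV (-2.24) lower. Of 33 collagen genes, 5 rose, 0 fell and 28 did not pass (10 higher when adjusted over the list alone), COL21A1 (5.00) and COL14A1 (3.58) among them. Both lists are not independent. In limma's camera test with a preset correlation of 0.01, DNA replication was lower (adjusted p = 5.64e-17), and glycoproteins and collagens were higher (3.55e-12 and 1.46e-09). These calls were lost with an estimated correlation, with adjusted p = 0.14, 0.275 and 0.323. In fry, a second set test, the same lists passed (adjusted p = 0.00105, 0.0174 and 0.0259). MCM10 was not called without B replicate 1 (adjusted p = 0.0881), without B replicate 2 (0.0693) and without B replicate 3 (0.0978). GINS2 was called only without A replicate 1 (adjusted p = 0.00389) and without A replicate 3 (0.042). CDC45 and NOV were called only without A replicate 1 (adjusted p = 0.00234 and 8.55e-04). ACAN, ECM2 and COL21A1 were called in each of the 6 fits that leave out 1 library. COL14A1 was not called without B replicate 1 (adjusted p = 0.0712) and without B replicate 3 (0.065). With 1 library left out, the lower replication genes numbered 43, 1 and 2 without A replicates 1, 2 and 3 and 0, 0 and 0 without B replicates 1, 2 and 3, the higher glycoproteins 31, 9 and 6 without A replicates 1, 2 and 3 and 5, 8 and 6 without B replicates 1, 2 and 3, and the higher collagens 17, 4 and 2 without A replicates 1, 2 and 3 and 2, 4 and 2 without B replicates 1, 2 and 3.

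**Figure D4:**
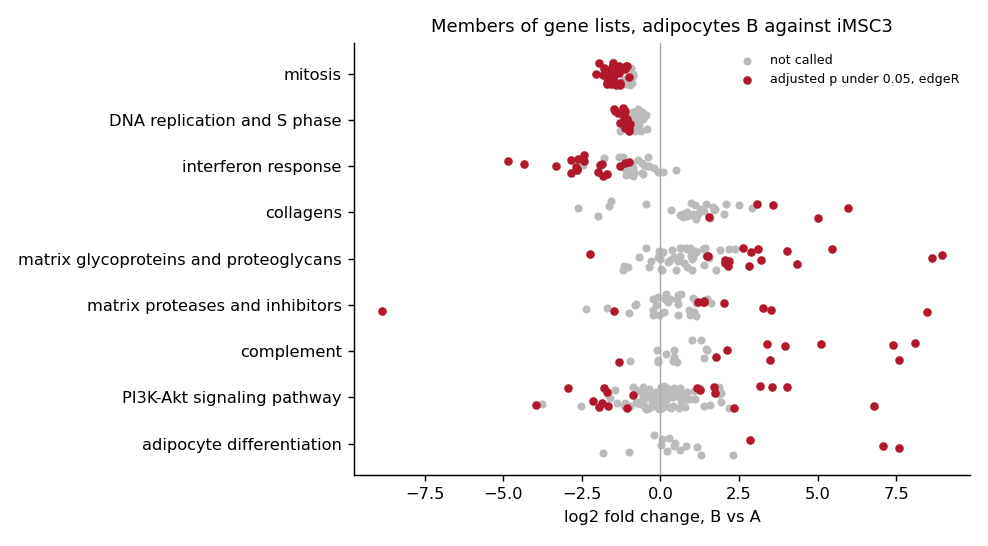
log2 fold change from A to B of each measured member of gene lists, 1 point per gene. Red points were called by edgeR (adjusted p under 0.05) and gray points were not. Mitosis genes lie mostly below 0, with 38 of 56 called, and collagens mostly above 0.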

The main downregulated GO terms were associated with mitosis, including mitotic sister chromatid segregation and positive regulation of cell cycle. 

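The mitotic list, 56 measured genes and not independent, had 38 genes lower in B, 0 higher and 18 that did not pass edgeR's test, and 56 lower when adjusted over the list alone. Log2 fold changes were -1.66 for the spindle checkpoint kinase gene BUB1, -1.79 for SGO1, which protects sister chromatid cohesion, -1.74 for the topoisomerase gene TOP2A and -1.97 for the kinetochore gene CENPF (edgeR adjusted p = 0.0173, 0.0134, 0.0281 and 0.0262). BUB1 lies on chromosome 2 from 110637698 to 110678114 in GRCh38. The list had a median log2 fold change of -1.51. Its camera adjusted p was 1.46e-29 with the preset correlation, and adjusted p = 0.179 with an estimated correlation. In fry the mitotic list had an adjusted p of 0.00642. BUB1, TOP2A and CENPF were called only without A replicate 1 (adjusted p = 2.60e-04, 5.28e-04 and 0.00111) and without A replicate 2 (0.0348, 0.0442 and 0.0311). SGO1 was not called without B replicate 1 (adjusted p = 0.0958), without B replicate 2 (0.0704) and without B replicate 3 (0.0952). The lower mitotic genes numbered 55, 17 and 1 without A replicates 1, 2 and 3 and 0, 0 and 0 without B replicates 1, 2 and 3.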

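Of 113 measured genes of the PI3K-Akt signaling pathway, a list that is not independent, 9 were higher in B, 10 were lower and 94 did not pass edgeR's test (16 higher and 16 lower when adjusted over the list alone). DDIT4, an inhibitor of mTORC1 signaling, had a log2 fold change of 4.01, the transcription factor FOXO1 one of 3.16 and the hormone gene FGF21 one of 6.81 (edgeR adjusted p = 5.65e-04, 0.0198 and 0.0233). The lower members included IL6 (-3.97), the interleukin receptor gene IL7R (-2.13) and the kinase gene SGK1 (-1.71), at edgeR adjusted p = 0.00604, 0.0147 and 0.0198. The list as a whole did not pass camera, which tests for a shift in 1 direction (adjusted p = 0.653, median log2 fold change 0.03). In fry its adjusted p was 6.98e-05 for changes in either direction and 0.587 for a shift in 1 direction. Lists of other kinds also passed for changes in either direction, smooth muscle and myofibroblast genes (fry adjusted p = 2.74e-04) among them. Over all genes, edgeR called 707 of 15000. DDIT4 and IL6 were called in each of the 6 fits that leave out 1 library. FOXO1 was called only without A replicate 1 (adjusted p = 7.97e-04) and without A replicate 3 (0.0397). FGF21 was called only without A replicate 1 (adjusted p = 0.00619). IL7R was not called without B replicate 1 (adjusted p = 0.103), without B replicate 2 (0.0704) and without B replicate 3 (0.0978). SGK1 was called only without A replicate 1 (adjusted p = 0.00185) and without B replicate 2 (0.0475). The higher members numbered 28, 3 and 3 without A replicates 1, 2 and 3 and 1, 1 and 1 without B replicates 1, 2 and 3, and the lower ones 27, 4 and 5 without A replicates 1, 2 and 3 and 1, 2 and 1 without B replicates 1, 2 and 3.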

Pointedly, KEGG enrichment analysis revealed the presence of many significant signaling pathways including PI3K-Akt (Fig. 5C).

**Fig. 5:**
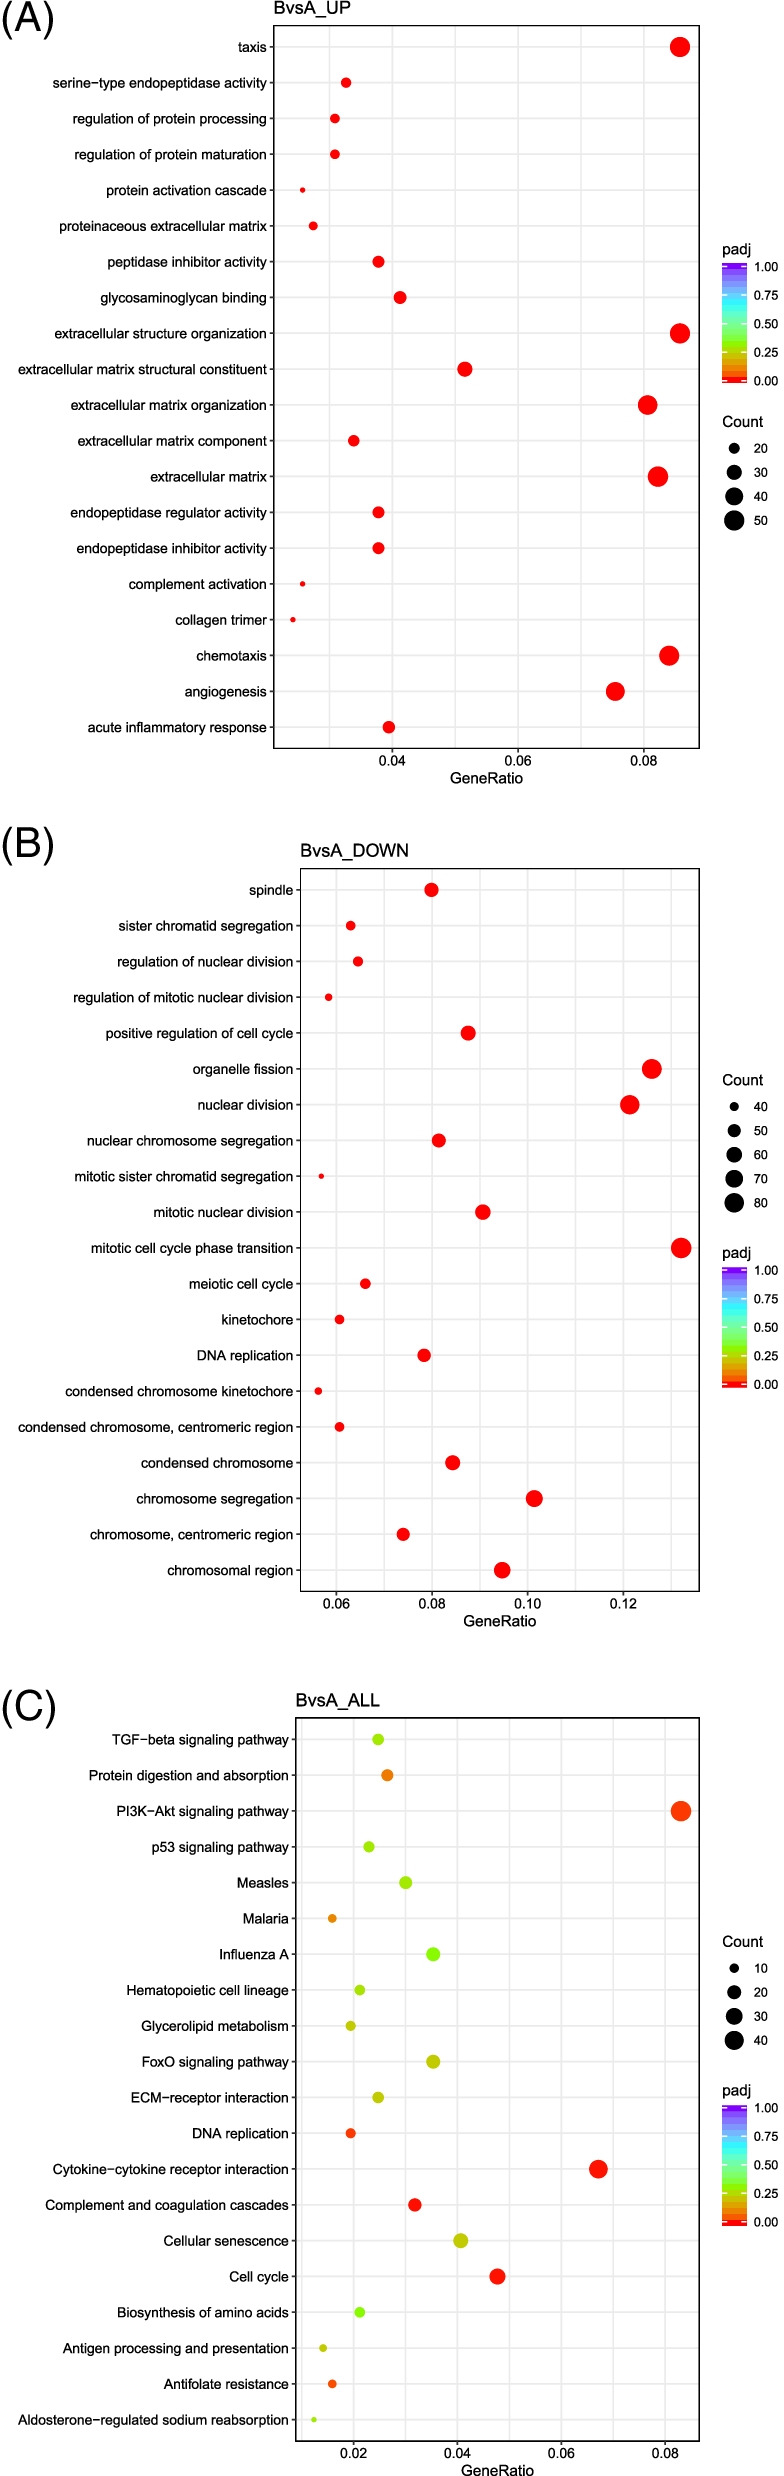
Top 20 enriched GO terms and KEGG pathways in the DEGs between iMSC3 and the derived adipocytes. **A** 20 most significantly upregulated GO terms. **B** 20 most downregulated GO terms. GO terms are shown in the y axis and the corresponding gene ratio on the x axis. **C** KEGG enrichment analysis. Significantly enriched pathways are presented in the y axis and the corresponding gene ratio on the x axis. The color scale represents the adjusted *P* value for each enriched term and pathway

The main GO and related terms enriched in the group C vs B were ECM related terms, cellular response to prostaglandin stimulus, and phospholipase G-protein activating protein (Fig. 6A). 

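Between C and B, none of the 24 measured genes of prostaglandin synthesis and response passed edgeR's test over all genes, 2 were lower by DESeq2, and 1 was higher and 6 lower when adjusted over the list alone. The list is not independent. Over the list, the prostaglandin receptor genes PTGER2, PTGER4 and PTGFR were lower, with log2 fold changes of -1.19, -1.01 and -0.66 (edgeR adjusted p over the list alone = 0.0318, 0.0318 and 0.0281). PLA2G2A, a secreted phospholipase, was higher at 2.19 (0.0382). Among matrix genes, edgeR called 0 of 62 glycoproteins and proteoglycans and 0 of 33 collagens (DESeq2: 4 and 2 lower), while 5 and 2 were lower when adjusted over each list alone. They included the basement membrane genes NID1 (-0.65) and LAMA1 (-0.65), and the collagen genes COL4A5 (-1.38) and COL14A1. Of 42 matrix proteases and inhibitors, 1 was lower when adjusted over the list alone and DESeq2 called 2 lower. In camera, prostaglandin genes (adjusted p = 0.501), glycoproteins (0.525), collagens (0.23) and proteases (0.0639) did not pass. Without B replicate 2, PTGER2 was called (adjusted p = 5.93e-04). In that fit, 0 were higher and 5 lower among prostaglandin genes, 1 was higher and 6 lower among glycoproteins, 0 were higher and 4 lower among collagens and 4 were higher and 3 lower among proteases, against 0 genes without any other single library. In C against B, PTGER4, PTGFR and COL4A5 were called without B replicate 2 (adjusted p = 0.00474, 0.0107 and 0.00123).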

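PDGFA, a growth factor that signals through PI3K, and the integrin genes ITGA10 and ITGA8 had some of the lowest p-values among 118 measured PI3K-Akt genes in C against B, with log2 fold changes of 0.77, -1.13 and -2.33. edgeR called 0 of the 118 over all genes, and DESeq2 called 3 higher and 2 lower. When adjusted over the list alone, which is not independent, 1 was higher (PDGFA, edgeR adjusted p = 0.0396) and 4 were lower, HGF (-1.28) and F2R (-0.50) with the integrin genes. The list had a camera adjusted p of 0.627, and one of 0.361 in fry for changes in either direction. Without B replicate 2, 6 were higher and 9 lower over all genes, against 0 genes without any other single library. ITGA10, ITGA8, HGF and F2R were called without B replicate 2 (adjusted p = 0.00143, 1.55e-04, 0.00398 and 0.00881).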

KEGG enrichment analysis identified regulation of PI3K-Akt pathway (Fig. 6B). This pathway is regulated with rosiglitazone treatment as reported in our previous study [17].

**Fig. 6:**
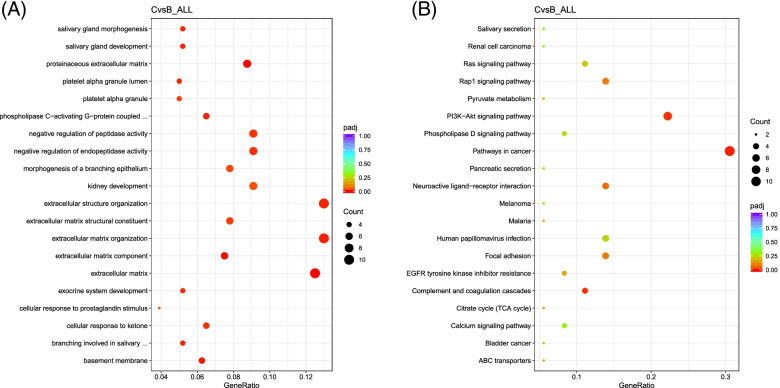
Dot plot of the most significant GO terms and KEGG pathways enriched in the DEGs between adipocytes derived in the absence of rosiglitazone B and rosiglitazone added in induction media only C. **A** Significantly enriched GO terms are shown in the y axis and the corresponding gene ratio on the x axis. **B** KEGG enriched pathways are presented in the y axis and the corresponding gene ratio on the x axis. Only three KEGG pathways were significantly enriched, among which PI3K-Akt pathway was found

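Among 25 measured genes of lipid droplet proteins, a list that is not independent, CIDEC was higher in D than in C and 24 did not pass edgeR's test. Adjusted over the list alone, 4 were higher: CIDEC, PLIN1, PLIN2 and PLIN4, the genes that DESeq2 called. With the replicate number as a block, edgeR called 3 over all genes, these without PLIN1 (adjusted p = 0.0689). The list as a whole had a camera adjusted p of 0.0509, and adjusted p = 0.389 with an estimated correlation. In fry, the second set test, its adjusted p was 0.0121. Among matrix genes, COL4A5, a basement membrane collagen, was higher (log2 fold change 1.70, standard error 0.20, edgeR adjusted p = 0.0265), as were PRG4 (2.82) and ACAN (1.97), at edgeR adjusted p = 0.0265 and 0.0435. These are 1 of 33 collagens and 2 of 62 glycoproteins and proteoglycans. Adjusted over each list alone, which are not independent, 6 collagens were higher and 1 lower, and 7 glycoproteins were higher and 2 lower. Neither list passed camera (adjusted p = 0.624 and 0.595). The collagens had a mean log2 fold change of 0.07 but a median of -0.15, the direction of the test. COL4A5, PRG4 and ACAN were called only without D replicate 3 (adjusted p = 1.97e-04, 2.27e-06 and 2.45e-05), when 1 library was left out. Without D replicate 3, 4 were higher and 0 lower among lipid droplet genes, 4 were higher and 3 lower among collagens and 12 were higher and 3 lower among glycoproteins, against 0 genes without any other single library.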

The main and related GO terms in C vs D enriched in the upregulated genes were lipid droplet, plasma membrane receptor complex, lipoprotein particle, protein−lipid complex, and many ECM related genes (Fig. 7A). These enriched terms do indicate that the rosiglitazone induces brown adipogenesis. 

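UCP1, the uncoupling protein of brown adipocytes, had 0 counts in A and B, 1 count in C and 2 in D over 3 libraries each, and CIDEA had 1 count in the 12 libraries together. ADIPOQ, the adiponectin gene, had 9, 5 and 24 counts in D, 1, 1 and 0 in C and 0, 2 and 1 in B. In a list of brown and beige adipocyte genes, which is not independent, 26 were measured in D and C, and edgeR called 0. DESeq2 called 1, and 1 was higher when adjusted over the list alone. This was PDK4, a mitochondrial kinase that limits glucose oxidation (log2 fold change 2.85, edgeR adjusted p = 0.0633), which was called when the replicate number was a block (adjusted p = 0.0376). ELOVL3 had a log2 fold change of 0.85 and CKMT2 one of -0.87, both short of the threshold (edgeR adjusted p = 0.372 and 0.591). The list had a camera adjusted p of 0.625 and a median log2 fold change of 0.08. At 0 to 2 counts per group, a difference in UCP1 was not detectable at this depth. Without D replicate 3, edgeR called 3 of the list higher and 0 lower, against 0 genes without any other single library. PDK4 was called without D replicate 3 (adjusted p = 2.22e-04).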

KEGG pathway enrichment indicates that PPAR signaling pathway is upregulated in D due to rosiglitazone treatment (Fig. 7B).

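ANGPTL4, a PPAR target, was the only one of 51 measured genes of the PPAR signaling pathway that edgeR called higher in D than in C, and 0 were lower. Adjusted over the list alone, which is not independent, 10 were higher and 1 was lower (DESeq2: 7 and 1). The higher ones included PLIN2, FABP4 and SCD5 (1.07), and the lower one was the stearoyl-CoA desaturase gene SCD (-1.18). With the replicate number as a block, edgeR called 6 of the list higher, PLIN2, FABP4 and SCD5 among them, and 0 lower. The list was higher in camera (adjusted p = 0.0131), but not with an estimated correlation (adjusted p = 0.307) and not with the block (adjusted p = 0.0605). In fry its adjusted p was 0.0456 for a shift in 1 direction and 3.11e-04 for changes in either direction. Lists of other kinds were also higher in camera, mitochondrially encoded genes (adjusted p = 1.31e-05) and histones (0.00385) among them. Whether the low RNA integrity number of D replicate 3 (5.7) bears on these lists was not tested. ANGPTL4 was called only without D replicate 3 (adjusted p = 1.15e-06) when 1 library was left out. In that fit 13 were higher and 4 lower, and 0 of the list were called without any other single library. SCD5 and SCD were called without D replicate 3 (adjusted p = 4.36e-04 and 0.0203).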

**Fig. 7:**
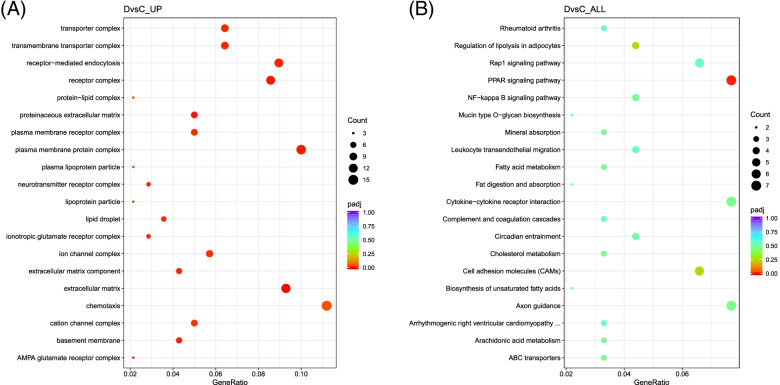
GO terms and KEGG pathways enriched in the DEGs between adipocytes derived with rosiglitazone added in induction media only C vs adipocytes derived with rosiglitazone present in both induction and maintenance D. **A** Significantly enriched GO terms that appeared to be upregulated in D. GO terms are shown in the y axis and the corresponding gene ratio on the x axis. **B** KEGG enrichment analysis showing the only significant enrichment of PPAR signaling pathway

The GO terms enriched in adipocytes derived with the addition of rosiglitazone in both induction and maintenance media D in comparison to adipocytes B were due to the expression of the *FABP4*. The main GO terms enriched include fatty acid binding, lipid droplet, as well as white and brown fat cell differentiation (Fig. 8). This indicates that *FABP4* is upregulated by the constant presence of rosiglitazone and is the reason for enhancing the differentiation of brown adipogenesis at the transcription level in hand with other uniquely expressed genes or non-coding RNAs in D. The details of GO and KEGG enrichment analyses are included in (Supplementary File 4 and File 5), respectively.

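Adipocyte genes were compared between the constantly treated adipocytes D and the untreated B. Of 22 measured genes of adipocyte differentiation, edgeR called 0 over all genes (DESeq2: FABP4 alone), and 3 were higher when adjusted over the list alone, which is not independent. These were FABP4, PLIN1 and the transcription factor gene CEBPD (0.81). Of 51 PPAR pathway genes, 6 were higher in that way, FABP3 (1.02) among them, and of 25 lipid droplet genes 3 were: PLIN1, PLIN2 (0.75) and PLIN4. None of 26 brown and beige genes was. In camera the adipocyte list was higher (adjusted p = 5.41e-04), as were the PPAR and lipid droplet lists (both 0.037), and the brown and beige list was not (0.988). With an estimated correlation the adipocyte, PPAR and lipid droplet lists had adjusted p = 0.358, 0.468 and 0.468, and in fry 0.0626, 0.0701 and 0.0701. Lists of other kinds were also higher in camera: mitochondrially encoded genes (adjusted p = 8.00e-08), cytosolic ribosomal proteins (5.27e-04) and replication-dependent histones (0.022). With an estimated correlation, camera gave them adjusted p = 0.661, 0.837 and 0.661. Mitochondrially encoded genes took 4.385%, 5.406% and 5.788% of the counts in D replicates 1, 2 and 3. D replicate 3 has the lowest RNA integrity number of all libraries (5.7), and whether it bears on these lists was not tested. The paper reasons that the terms enriched between D and B, among them lipid droplet and white and brown fat cell differentiation (Fig. 8), come from FABP4. The paper takes its higher level under constant rosiglitazone as a sign that FABP4, together with uniquely expressed genes and noncoding RNAs, is the reason for enhanced brown adipogenesis in D.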

**Fig. 8:**
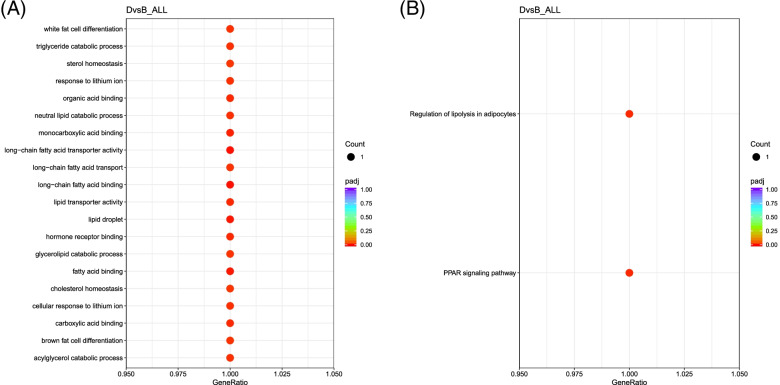
GO terms and KEGG pathways enriched in the DEGs between untreated adipocytes B vs adipocytes derived in the presence of rosiglitazone in the induction and maintenance media D. **A** The main significantly enriched GO terms. **B** Dot plot of KEGG enrichment analysis showing the significant enrichment of PPAR signaling pathway and the regulation of lipolysis in adipocytes due to *FABP4* expression in D

### RNA-Seq validation by qRT-PCR

To confirm the differential gene expression data obtained by RNA sequencing, the expression of 13 genes were analyzed by qPCR. The genes were selected after performing DEGs analysis based on their relevance to adipogenesis. Overall, both RNA-seq and RT-qPCR showed same pattern of differential expression. The differential expression fold changes estimated by RT-qPCR for all 13 genes tested and the log transformed RNA-seq expression values (log2 fold change) were corresponding (Fig. 9).

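In the RNA-seq counts, edgeR called 7 of the 13 genes and DESeq2 called all 13. In B against A, ARHGAP6 rose 10.6-fold (log2 fold change 3.40, standard error 0.32, edgeR adjusted p = 0.00473) and WISP1, a secreted matricellular protein gene, 8.59-fold (standard error 0.25 on the log2 scale, adjusted p = 0.00304), and the other called genes were APOE, RBP4 and GDF15 in this comparison and IGFBP2 and RASD1 in D against C. In C against B, the transcription factor gene SNAI1 had a log2 fold change of 0.67 (standard error 0.14, edgeR adjusted p = 0.356, DESeq2 0.014), and the edgeR and DESeq2 adjusted p of PTGER2 were 0.378 and 0.0231. In D against C, FABP4 had 71 counts against 1, a ratio of 74.5 (95% counting interval 12.9 to 2985, edgeR adjusted p = 0.0591, DESeq2 0.00137). PTGIS, the prostacyclin synthase gene, had a log2 fold change of 1.51 (standard error 0.33), PIK3C2B, a PI3-kinase gene, 1.08 (0.25) and APOL3 1.26 (0.34), with edgeR adjusted p = 0.138, 0.163 and 0.251 and DESeq2 adjusted p = 0.00323, 0.0458 and 0.0343. With the replicate number as a block in D against C, edgeR called FABP4 (adjusted p = 0.019) and PTGIS (0.0115) too. When 1 library was left out, FABP4, PTGIS, PIK3C2B and APOL3 were called without D replicate 3 (adjusted p = 0.00316, 0.013, 0.00537 and 1.04e-04). SNAI1 was called without B replicate 2 (adjusted p = 0.014). ARHGAP6 and WISP1 were called in each of the 6 fits that leave out 1 library. The qRT-PCR measurements themselves were not analysed here.

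**Figure D5:**
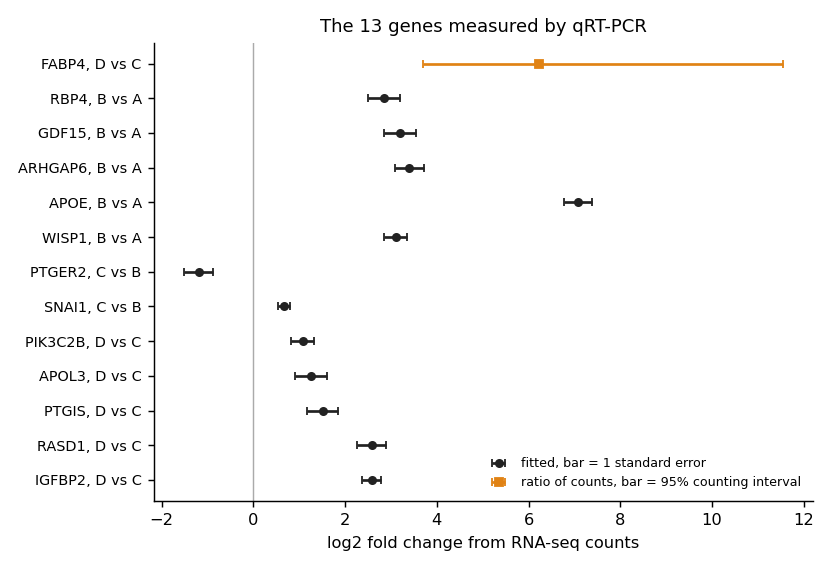
log2 fold change in the RNA-seq counts of the 13 genes measured by qRT-PCR, each in the comparison where the paper measured it. Circles are fitted values with 1 standard error and the square is the ratio of FABP4 counts with its 95% counting interval. APOE lies at 7.09 and PTGER2 at -1.19.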

**Fig. 9:**
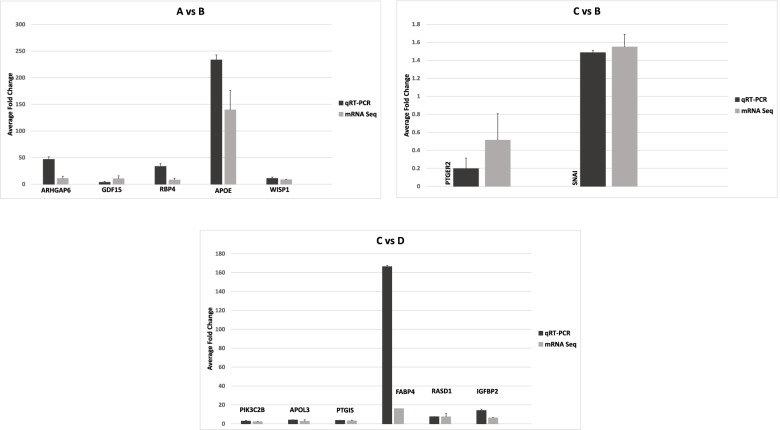
Comparison of average fold changes of selected genes in each experimental group obtained by qRT-PCR and mRNA sequencing: undifferentiated iMSC3 **A**, adipocytes derived in the absence of rosiglitazone **B**, rosiglitazone added in induction media only **C**, and adipocytes derived in the presence of rosiglitazone added in both induction and maintenance media **D**. Both RNA-seq and RT-qPCR showed same differential expression pattern. All fold changes obtained by qRT-PCR are statistically significant with *P* < 0.05

## Discussion

In this study, we investigated the changes in the transcriptome profiles of terminally differentiated adipocytes derived, with and without rosiglitazone, from the undifferentiated iMSC3 by mRNA-Sequencing. Vast transcriptomic changes were associated with the differentiation of iMSC3 into adipocytes. The rosiglitazone treatment also regulated several genes that enhanced the adipogenic differentiation, specifically brown adipocytes.

The comparison of undifferentiated iMSC3 A to adipocytes B revealed the upregulation of many adipocytes markers confirming the successful adipogenic differentiation. The list included the novel adipocytokine *Retinol Binding Protein 4 (RBP4)* that is known to be associated with obesity, insulin resistance, and cardiovascular diseases [19]. 

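RBP4, which carries retinol in blood, went from 0.761 ± 0.299 CPM in undifferentiated cells to 5.73 ± 0.769 CPM in adipocytes B (SD, n = 3), a 7.2-fold rise (log2 fold change 2.85, standard error 0.35, edgeR adjusted p = 0.00957). It lies on chromosome 10 from 93591687 to 93601744 in GRCh38. Of 17 measured genes of adipocyte differentiation, a list that is not independent, RBP4, APOE and CFD rose, 0 fell and 14 did not pass edgeR's test. Adjusted over the list alone, 5 were higher, which adds the transcription factor gene KLF15 (2.31) and the triglyceride synthesis gene DGAT2 (1.18). PPARG, the receptor of rosiglitazone, had a mean FPKM of 2.52 ± 1.71 in A and 4.31 ± 0.45 in B (SD, n = 3, edgeR adjusted p = 0.374). PPARG and DGAT2 were called without A replicate 1 (adjusted p = 0.0179 and 0.0039). Other markers of mature adipocytes were at the limit of detection in B: LEP had 5 counts in 3 libraries, ADIPOQ 3 and LPL 1. The list was higher in camera (adjusted p = 6.01e-05), and its adjusted p was 0.275 with an estimated correlation and 0.00642 in fry. RBP4 was not called without B replicate 1 (adjusted p = 0.055) and without B replicate 3 (0.0615). The higher members numbered 10, 4 and 3 without A replicates 1, 2 and 3 and 2, 3 and 2 without B replicates 1, 2 and 3.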

Several studies reported increased *RBP4* expression with increased adipose tissue mass and its elevated serum level in obese human subjects [20]. 

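GDF15, a secreted member of the TGF-beta superfamily, went from 0.611 ± 0.204 CPM in iMSC3 to 5.87 ± 1.28 CPM in adipocytes B (SD, n = 3). The rise was 9.21-fold (log2 fold change 3.20, standard error 0.35, edgeR adjusted p = 0.00722), and GDF15 was called in each of the 6 fits that leave out 1 library. The gene lies on chromosome 19 from 18374731 to 18389176 in GRCh38. Between C and B and between D and C, GDF15 had log2 fold changes of 0.53 and -0.21, neither of which passed edgeR's test (adjusted p = 0.493 and 0.929). The sign in D against C turned without D replicate 1 (0.08) and without D replicate 2 (0.02), and GDF15 was called without D replicate 3 (adjusted p = 0.0133) in this comparison, at a log2 fold change of -0.94.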

*Growth Differentiation Factor 15 (GDF15)* is another adipokine that regulates lipid and glucose metabolism, increases insulin sensitivity, and appears to be important in maintaining body weight and preventing chronic inflammation [21, 22]. Several studies showed that *GDF15* levels are increased in patients with obesity and diabetes [21, 23].

GO terms enrichment analysis of adipocytes B in comparison to iMSC3 revealed the upregulation of ECM related genes (Fig. 5A). The ECM is a complex network composed of different proteins, proteoglycans, and polysaccharides [24, 25]. The changes in the ECM during adipogenesis are fundamental for the morphological transformation of the cells from a fibroblastic like structure to a spherical shape [24, 26]. Moreover, ECM remodeling and reorganization is essential for the regulation of adipogenesis by altering the expression of adipogenic genes, as well as for the enlargement of the existing adipocytes and the formation of new ones [26]. The ECM also provides strong external support for the mature adipocytes under strong mechanical stress; due to stored fats as triglycerides [25]. Consequently, the more mature adipocytes store fats, the more the ECM is expanded to accommodate this increase in cell volume [27]. Hence, a significant upregulation of ECM related GO terms in adipocytes B compared to undifferentiated iMSC3 cells A was observed. 

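Collagen genes were among those that rose from A to B, such as COL11A1 (5.97 on the log2 scale, standard error 0.73), COL15A1 (3.07) and COL8A1 (1.55), with edgeR adjusted p = 0.00957, 0.0314 and 0.03. Of 40 measured matrix proteases and inhibitors, a list that is not independent, 8 rose, 2 fell and 30 did not pass edgeR's test (10 higher and 4 lower when adjusted over the list alone). The inhibitor genes TIMP4 (3.25) and SERPINF1 (3.52) and the matrilysin gene MMP7 (8.48) rose, and MMP16 fell by 1.47 (edgeR adjusted p = 0.00904, 0.0105, 0.0177 and 0.0243). The proteases and inhibitors were higher in camera (adjusted p = 4.66e-04), though with an estimated correlation the adjusted p = 0.548 and in fry it was 0.141. COL11A1 was not called without A replicate 3 (adjusted p = 0.0523). COL15A1 and COL8A1 were called only without A replicate 1 (adjusted p = 0.0148 and 0.00175). TIMP4 was not called without B replicate 1 (adjusted p = 0.0542). SERPINF1 was not called without B replicate 1 (adjusted p = 0.0635) and without B replicate 3 (0.0611). MMP7 was not called without A replicate 3 (adjusted p = 0.0535), without B replicate 1 (0.0942) and without B replicate 3 (0.0839). MMP16 was called only without A replicate 1 (adjusted p = 0.00437) and without A replicate 2 (0.0271). The higher proteases and inhibitors numbered 18, 4 and 4 without A replicates 1, 2 and 3 and 0, 3 and 1 without B replicates 1, 2 and 3, and the lower ones 7, 2 and 1 without A replicates 1, 2 and 3 and 1, 1 and 1 without B replicates 1, 2 and 3.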

ECM synthesis, composition, and remodeling are structured based on the requirements for differentiation and maintaining the balance between flexibility and integrity of the tissue [28]. The downregulated GO terms in adipocytes B were chromosomal assembly and cell cycle related genes (Fig. 5B). It has been previously described that MSCs undergo a mitotic clonal expansion during early adipogenesis followed by growth arrest and adipogenic commitment [29, 30]. 

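The cell cycle genes CDC6, CCNA2 and PLK2 fell from A to B by 1.06, 1.72 and 1.41 on the log2 scale (standard errors 0.19, 0.34 and 0.27, n = 3 against 3, edgeR adjusted p = 0.0266, 0.0365 and 0.0347). CDC6 loads the replicative helicase, CCNA2 encodes a cyclin of S phase and mitosis, and PLK2 is a polo-like kinase gene. CDK1, the mitotic kinase gene on chromosome 10 from 60778331 to 60794852 in GRCh38, had a log2 fold change of -1.44 (standard error 0.35) and did not pass edgeR's test (adjusted p = 0.0653, DESeq2 0.00476). CCND1, a G1 cyclin gene, had one of -1.37 (standard error 0.42, edgeR adjusted p = 0.118, DESeq2 0.0226). The calls of CDC6, CCNA2 and PLK2 were lost in most fits that leave out 1 library. CDC6 and PLK2 were called only without A replicate 1 (adjusted p = 0.00142 and 0.002). CCNA2 was called only without A replicate 1 (adjusted p = 0.00142) and without A replicate 2 (0.0371). CDK1 and CCND1 were called without A replicate 1 (adjusted p = 6.25e-04 and 1.36e-04).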

Proliferation related genes such as *cyclin D1 (CCND1)*, the cell cycle master regulator *cyclin dependent kinase 1 (Cdk1)*, *cell division cycle 6 (CDC6)*, *cyclin A2 (CCNA2)*, *polo like kinase 2 (PLK2)* were clearly downregulated in differentiated adipocytes, confirming that reduced proliferative activity promotes adipogenesis as described in a previous study [30]. KEGG analysis unveiled few significant signaling pathways (Fig. 5C). PI3K-Akt signaling pathway is known to play a fundamental role in cellular processes including lipid metabolism and glucose homeostasis, protein synthesis, and cell proliferation and survival. This pathway is thought to promote lipid biosynthesis and inhibits lipolysis [31]. 

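EGR2, an early growth response gene, rose 19-fold from A to B (log2 fold change 4.25, standard error 0.39, edgeR adjusted p = 0.00449). ZBTB16 had 392 counts in B (edgeR adjusted p = 0.0136). TFAP2E had a log2 fold change of 1.32 (standard error 0.34) and POU5F1 one of 0.40 (0.50), and neither passed edgeR's test (adjusted p = 0.076 and 0.699, DESeq2 0.0458 and 0.797). Mean FPKM in A and B was 0.55 ± 0.09 and 1.37 ± 0.49 for TFAP2E, and 0.81 ± 0.46 and 1.04 ± 0.32 for POU5F1 (SD, n = 3). POU5F1 has processed pseudogenes, so its reads are less certain. EGR2 was called in each of the 6 fits that leave out 1 library. TFAP2E was called without A replicate 1 (adjusted p = 0.0371).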

Evidently, this pathway was upregulated in adipocytes B. Furthermore, the transcriptome analysis of uniquely expressed genes in adipocytes B revealed many other TFs including some that are linked to adipogenesis: *TFAP2E* [32], *POU5F1 (Oct4)* [33–35], *ZBTB16* [36, 37], *EGR2* [38], and *MAFB* [39]. These TFs along with many other genes and non-coding RNAs uniquely expressed in adipocytes warrant further investigation to find their rules in adipogenesis or obesity (Supplementary File 3). Overall, the upregulation of these markers confirms iMSC3 differentiation into adipocytes. These vast transcriptome changes in the derived adipocytes B indicate that the differentiation is associated with enormous transcriptomics changes.

To further confirm the effect of rosiglitazone treatment on the enhancement of adipogenesis, the transcriptome profiles among B, C and D were analyzed. Among the significantly enriched gene between C vs B is *phosphoenolpyruvate carboxykinase 2 (PCK2)* which was upregulated in C. *PCK2* is a transcriptional inducer that directs the activation of *phosphoenolpyruvate carboxykinase (PEPCK-C)* enzyme during adipogenesis [40, 41]. This enzyme catalyzes the glyceroneogenesis pathway in adipocytes that is important for fatty acid re-esterification and reduced fatty acid release and is robustly expressed in brown adipose [41, 42]. 

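PCK2, the mitochondrial form of phosphoenolpyruvate carboxykinase, had 135 ± 28 CPM in C and 89.5 ± 15.3 CPM in B (SD, n = 3), a log2 fold change of 0.59 (standard error 0.16). It lies on chromosome 14 from 24094053 to 24110598 in GRCh38. Its adjusted p was 0.0419 with DESeq2 and 0.378 with edgeR, where it was called without B replicate 2 (adjusted p = 0.031). From A to B, PCK2 rose by 1.74 on the log2 scale (edgeR adjusted p = 0.0483), and in D against C it had a log2 fold change of -0.44 that did not pass (adjusted p = 0.76). In D against C it was called without D replicate 3 (adjusted p = 0.00302). From A to B it was called only without A replicate 1 (adjusted p = 0.00181) and without A replicate 2 (0.0444) when 1 library was left out.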

As *PCK2* is a peroxisome proliferator activated receptor γ response element (PPRE), it is also activated by thiazolidinediones [40]. This might explain the upregulation of *PCK2* in adipocytes treated with rosiglitazone C. Within the uniquely expressed genes in adipocytes C vs B, the transcription factor *PBX/knotted 1 homeobox 2 (PKNOX2)* was present. This TF was reported as a novel potential regulator of browning in the bulk RNA-seq of five different mouse strains [43]. 

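PKNOX2 had 44, 53 and 67 counts in the 3 libraries of C and 7, 63 and 9 in those of B, so that B replicate 2 lay within the range of C. The log2 fold change was 1.14 (standard error 0.61), short of edgeR's test (adjusted p = 0.655) and of DESeq2's (0.656), and PKNOX2 was called without B replicate 2 (adjusted p = 0.00365). The gene lies on chromosome 11 from 125164687 to 125433389 in GRCh38.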

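In D, PKNOX2 had 7, 10 and 7 counts, and its level fell 6.44-fold from 2.56 ± 0.573 CPM in C to 0.388 ± 0.0477 CPM in D (SD, n = 3). It was called by edgeR (adjusted p = 0.0265), also with the replicate number as a block (adjusted p = 0.0116), and it was called only without D replicate 3 (adjusted p = 8.46e-04) when 1 library was left out.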

The same gene was upregulated in C compared to D. This suggests that it might have a regulatory role in the browning program that is still unexplored. In addition, the *calponin 1 (CNN1)* gene which was reported in beige adipocytes was also found uniquely expressed in adipocytes C [44]. This gene was later reported to be abundantly present in isolated human brown preadipocytes [45].

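CNN1, which encodes an actin-binding protein typical of smooth muscle, had 61, 31 and 43 counts in C, 3, 26 and 5 in B and 1, 5 and 71 in D. Its mean FPKM was 2.17 ± 0.56 in C, 0.51 ± 0.55 in B and 1.44 ± 2.24 in D (SD, n = 3), and 71 of the 77 counts in D came from D replicate 3. The log2 fold change of C against B was 2.04 (standard error 0.56), which did not pass edgeR (adjusted p = 0.391) or DESeq2 (0.0629). CNN1 was called without B replicate 2 (adjusted p = 0.00302). It lies on chromosome 19 from 11538717 to 11550323 in GRCh38.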

Adipocytes D contained *FABP4*, also known as *adipocyte protein 2 (aP2)*, which is an adipogenic functional gene that is considered as an early marker of adipogenesis and is a downstream target of *PPAR-γ* [46]. This protein is an intracellular lipid chaperone that can reversibly bind to lipids to regulate lipid trafficking and transport to different organelles in the cell [47]. In addition, as an adipokine, *FABP4* regulates glucose and lipid metabolism when released into the bloodstream, acting as a humoral factor [48]. *FABP4* is known to be expressed in BATs [49]. It was shown that *FABP4* can increase thermogenesis in response to both a high-fat diet and cold exposure by promoting the intracellular conversion of thyroid hormones T4 to T3 in mice BATs. Also, elevated *FABP4* expression is observed in BAT of hibernating animals and cold-induced rodents [50]. The upregulation of this gene indicates more brown adipogenesis in D, though the gene was also expressed in C but with lower expression. 

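FABP4 had a mean FPKM of 1.66 ± 1.03 in D and 0.02 ± 0.04 in C (SD, n = 3), and counts of 0, 1 and 0 in the 3 libraries of C and 1, 0 and 0 in those of A. A level in C above that of B or A was therefore not detectable at this depth. CEBPD, a transcription factor gene of early adipogenesis, had a log2 fold change of 0.91 in D against C (standard error 0.24), which did not pass edgeR's test (adjusted p = 0.23) and was called with the replicate number as a block (adjusted p = 0.019). LPL, the lipoprotein lipase gene, had 4, 2 and 7 counts in D and 1, 1 and 0 in C. In D against C, 21 genes of adipocyte differentiation were measured, CIDEC rose, 0 fell and 20 did not pass, and 4 were higher when adjusted over the list alone, which is not independent (DESeq2: 4). These were CIDEC, FABP4, PLIN1 and CEBPD. With the block, edgeR called CIDEC, FABP4, CEBPD and CFD over all genes, and not PLIN1 (adjusted p = 0.0689). The list was higher in camera (adjusted p = 1.72e-04), and had an adjusted p of 0.205 with an estimated correlation and of 0.0121 in fry. Also higher in camera were mitochondrially encoded genes (adjusted p = 1.31e-05), replication-dependent histones (0.00385), cytosolic ribosomal proteins (0.0446) and macrophage and leukocyte genes (0.0446), with adjusted p = 0.521, 0.409, 0.86 and 0.507 with an estimated correlation. Whether the low RNA integrity number of D replicate 3 (5.7) bears on these lists was not tested. Without D replicate 3, 8 were higher and 0 lower among adipocyte genes, against 0 genes without any other single library. CEBPD was called without D replicate 3 (adjusted p = 0.0398).

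**Figure D6:**
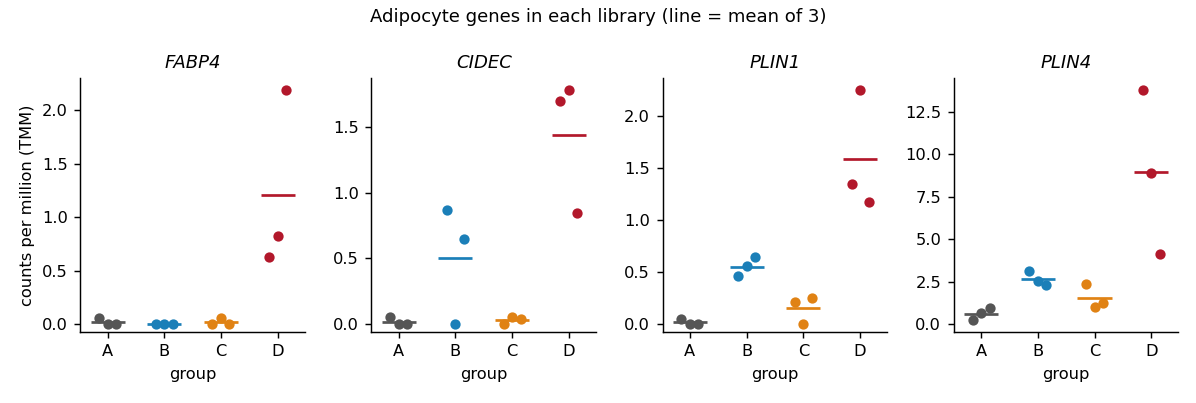
CPM of adipocyte and lipid droplet genes in each library of the 4 groups. FABP4 is at 0 in each library of B, and CIDEC is close to 0 in C.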

*FABP4* is the target of *PPAR-γ* and for this reason, it is affected by thiazolidinediones [47]. *FABP4* delivers *PPAR-γ* agonists to the nucleus, thus affecting the transcription of genes that are involved in enhanced adipogenesis. It was observed previously that rosiglitazone induces increased transcription at the *FABP4* locus in mouse 3 T3-L1 adipocytes [51]. 

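No gene passed edgeR's test both as higher in D than in C and as higher in D than in B. DESeq2 gave FABP4 alone, and limma voom with quality weights gave FABP4 and PLIN4. With every gene that had a count in the test, edgeR gave 36 genes, ADIPOQ, ANGPTL4, PLIN2, PDK4 and CEBPD among them. PLIN2 and CEBPD had also been in the filtered test of D against B, at an adjusted p of 0.941. Why they became calls without the filter was not tested, so the 36 genes are not taken as support. IGFBP2, PRG4 and BPIFB4 were among 45 genes called between D and C. Of these, 44 were tested in D against B, where 44 had the same direction, 5 of them at an unadjusted p under 0.05. Counted separately, 44 were tested in C against B, where 44 had the opposite direction, 39 at an unadjusted p under 0.05. Their median absolute log2 fold change was 0.58 in D against B and 1.17 in C against B. These genes were chosen in D against C, whose C libraries also enter C against B and whose D libraries also enter D against B. This by itself tilts both sets of directions, and no value for unchanged groups was computed.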

As mentioned above, *FABP4* is the only gene that is upregulated in D compared with B and C. This suggests that the expression of this gene is enhanced by the constant rosiglitazone treatment. This gene is so effective that it enriched several statistically significant GO terms; some of these GO terms are adipocytes and brown adipocytes related (Fig. 8). This validates our earlier finding that rosiglitazone enhances the brown adipogenesis [17].

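In C against B, edgeR called 0 of 48 measured PPAR pathway genes (DESeq2: 1 higher and 0 lower), and the list did not pass camera (adjusted p = 0.4). In fry the PPAR list had an adjusted p of 0.0323 for changes in either direction and 0.6 for a shift in 1 direction. PLIN2, a lipid droplet gene under PPAR control, had a log2 fold change of -0.29 and ANGPTL4 one of -1.32 (edgeR adjusted p = 0.707 and 0.465). In D against C, ITGA8 was the only one of 118 measured PI3K-Akt genes that edgeR called, and 117 did not pass. Adjusted over the list alone, which is not independent, 3 were higher, ITGA8, NGFR (4.28) and the ephrin gene EFNA1 (1.82), and 1 was lower, VEGFA (-0.97, edgeR adjusted p = 0.0527). With the replicate number as a block, edgeR called NGFR and VEGFA (adjusted p = 0.0115 and 0.0239) and not EFNA1 (0.101). The list had a camera adjusted p of 0.94, and one of 0.112 in fry for changes in either direction. Without B replicate 2, 2 were higher and 3 lower among PPAR genes in C against B. In D against C, 15 PI3K-Akt genes were higher and 8 lower without D replicate 3, 1 was called without C replicate 3 or D replicate 2, and 0 without the others. NGFR, EFNA1 and VEGFA were called without D replicate 3 (adjusted p = 2.45e-05, 0.0122 and 6.28e-04). In C against B, ANGPTL4 was called without B replicate 2 (adjusted p = 8.82e-04).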

GO and KEGG enrichment analyses confirmed rosiglitazone effect on the activation of PPAR, and regulation of PI3K-Akt signaling pathways in both treated groups C and D (Fig. 6B and Fig. 7B). 

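PLIN2 and PLIN4, which coat lipid droplets, had log2 fold changes of 1.03 and 2.52 in D against C (standard errors 0.17 and 0.46). They did not pass edgeR's test over all genes (adjusted p = 0.0554 and 0.0807) and were called by DESeq2 (5.05e-05 and 3.89e-06) and by edgeR with the replicate number as a block (adjusted p = 0.0256 and 0.00721). Counts of CIDEC were 17, 0 and 16 in B, 0, 1 and 1 in C and 35, 41 and 15 in D, and counts of PLIN4 were 61, 59 and 58 in B, 55, 18 and 30 in C and 285, 205 and 74 in D. D replicate 3 had the lowest count of both in D. When 1 library was left out, PLIN2 and PLIN4 were called without D replicate 3 (adjusted p = 3.45e-04 and 2.78e-05).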

The main enriched GO terms between C vs D and associate with LDs were upregulated in D (Supplementary File 4). LDs are lipid storage monolayer present in the adipocytes cytoplasm surrounded by scaffolding proteins that control lipid passage into and out of the droplets [52, 53]. *Perilipin 1 (PLIN1)* is an LD-associated protein and is highly abundant in brown adipose tissues [54, 55]. It promotes exercise-induced browning of muscle lipid, and its deficiency is observed in obese individuals [56, 57]. 

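PLIN1 had 28, 52 and 21 counts in the libraries of D, 5, 0 and 6 in C and 9, 13 and 16 in B. Its log2 fold change of D against C was 3.23 (standard error 0.63), with an adjusted p of 0.101 in edgeR and 8.80e-04 in DESeq2, and it was called without D replicate 3 (adjusted p = 0.00254). The gene lies on chromosome 15 from 89664365 to 89679427 in GRCh38.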

Noteworthy, the nuclear transcription factor *PPAR-γ* increases the activity of *PLIN1* by binding to its promoter [58]. 

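PTK2B, the gene of a calcium-regulated tyrosine kinase, had 22.2 ± 7.98 CPM in D and 7.62 ± 0.948 CPM in C (SD, n = 3). The log2 fold change was 1.55 (standard error 0.26), with an adjusted p of 0.0591 in edgeR, 0.0271 in edgeR with the replicate number as a block, and 1.79e-05 in DESeq2. PTK2B was called without D replicate 3 (adjusted p = 6.27e-06). It lies on chromosome 8 from 27311482 to 27459391 in GRCh38.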

Another upregulated gene in D is *protein tyrosine kinase 2 beta (PTK2B)* that regulates multiple signaling events as a member of the focal adhesion kinase (FAK) family. The increase in *PTK2B* protein expression was observed in cultured murine beige adipocyte differentiation. It appears that *PTK2B* has an essential rule in the thermogenic gene program in beige adipocytes through interacting with key adipogenic transcription factors such as *PPAR-γ* and *C/EBP-α* [59]. Evidently, *PTK2B* is involved in the activation of the MAP kinase signaling pathway by stimulating *JNK* and *ERK1/2* activity [60, 61]. *Fayyad* et al. found that MAPK pathway is upregulated and associated with rosiglitazone treatment which in turn enhanced the brown adipogenesis of iMSC3 [17]. Additionally, many ECM related GO terms were upregulated and enriched in adipocytes D (Fig. 7A). 

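The matrix genes with the lowest p-values in D against C went both ways. Adjusted over each list alone, the basement membrane collagens COL4A6 (1.36) and COL4A3 (0.82) and the cartilage collagen COL9A2 (1.42) were higher and COL11A1 (-0.91) was lower. Among glycoproteins, OMD (2.84), SPARCL1 (1.61), FBLN5 (0.65) and FBLN1 (0.71) were higher, and ASPN (-1.33) and POSTN (-0.97) were lower. Of 41 matrix proteases and inhibitors, 0 were higher and 1, ADAMTS14, was lower over all genes. With the replicate number as a block, SERPINF1 was called higher too (log2 fold change 1.30, edgeR adjusted p = 0.0889 without and 0.0261 with the block), and POSTN lower (0.256 and 0.0381). The proteases and inhibitors did not pass camera (adjusted p = 0.444). None of these lists is independent of the paper's tables. Without D replicate 3, 3 were higher and 7 lower among proteases and inhibitors, against 0 genes without any other single library. COL4A3, COL9A2, COL11A1, OMD, SPARCL1, FBLN5, FBLN1, POSTN and SERPINF1 were called without D replicate 3 (adjusted p = 0.00659, 0.00819, 0.0204, 7.68e-06, 0.0122, 0.0284, 0.00544, 0.0219 and 6.33e-04).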

Cell-ECM interactions are reported to influence the formation of brown adipocytes and regulate their thermogenic capacity through over-expression of *UCP1* [62]. Furthermore, few other studies highlighted that BAT function is regulated by its ECM [24]. This might explain the enrichment of ECM related GO terms in adipocytes D compared to adipocytes C. Therefore, a better understanding of these interactions and their role in enhancing and regulating the thermogenic capacity is needed to further explore possible therapeutic targets. This data revealed that ECM is not only involved in the differentiation of iMSC3 into adipocytes but is also involved in the enhanced differentiation of iMSC3 into adipocytes due to rosiglitazone.

In addition to the DEGs, we identified *Zinc Finger and BTB Domain Containing 16 (ZBTB16)*, *Homeobox A4 (HOXA4)*, and *Krüppel-like Factor 15 (KLF15)* to be uniquely expressed in D (Supplementary File 3). 

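ZBTB16 had a mean FPKM of 3.07 ± 2.37 in D, 0.82 ± 0.35 in C and 3.97 ± 1.99 in B (SD, n = 3), HOXA4 1.02 ± 0.36, 0.83 ± 0.31 and 0.74 ± 0.04, and KLF15 1.19 ± 0.83, 0.51 ± 0.38 and 0.92 ± 0.46. Against a mean FPKM of 1, HOXA4 and KLF15 passed in D alone, and ZBTB16 in D and B. None of the 3 genes was above 1 in each library of D. D replicate 3 had 11 counts of ZBTB16 and 7 of KLF15, against 141 and 132, and 53 and 56, in the other D libraries. In D against C the log2 fold changes were 1.80 for ZBTB16 (standard error 0.68), 0.27 for HOXA4 (0.42) and 1.12 for KLF15 (0.67), with edgeR adjusted p = 0.459, 0.914 and 0.703. In D against B they were -0.39, 0.48 and 0.35 (standard errors 0.66, 0.37 and 0.61), with edgeR adjusted p = 0.944, 0.941 and 0.945. ZBTB16 was called without D replicate 3 (adjusted p = 2.34e-04) in D against C, and KLF15 was called in none of the 6 fits that leave out 1 library. In GRCh38, ZBTB16 lies on chromosome 11 from 114059593 to 114250676, HOXA4 on chromosome 7 from 27128507 to 27130799 and KLF15 on chromosome 3 from 126342635 to 126357442. The sign for ZBTB16 in D against B turned without D replicate 3 (0.10), and that for HOXA4 in D against C without D replicate 3 (-0.11).

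**Figure D7:**
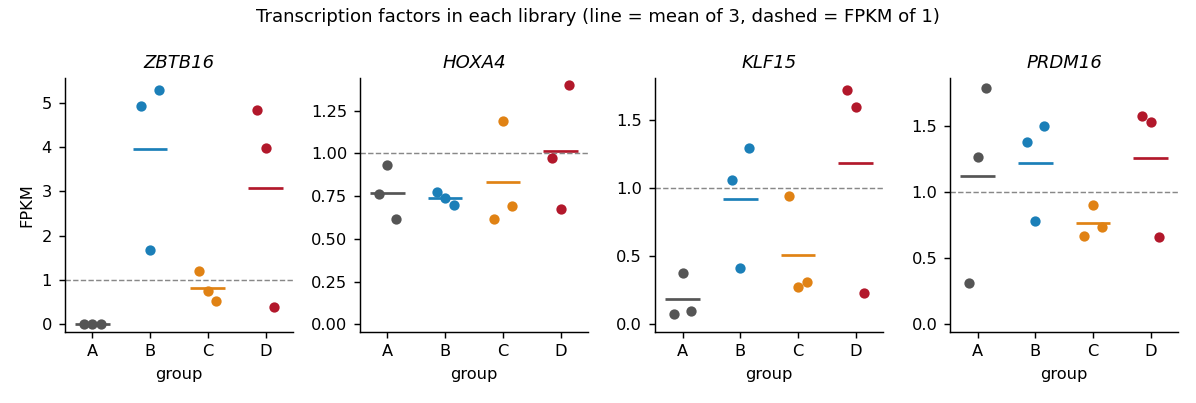
FPKM of genes that the paper lists as uniquely expressed in each library, with a line at 1. ZBTB16 has a mean of 3.07 in D and 3.97 in B.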

*ZBTB16* is known as a novel regulator of adaptive thermogenesis and is associated with the increased mitochondrial biogenesis and expression of many brown adipogenic markers [63, 64]. *HOXA4* was reported as a potentially important positive regulator of brown adipogenesis during the adipogenic differentiation of immortalized murine pre-adipocyte cell line [65]. Whereas *KLF15* is a master regulator of adipocytes differentiation and fasting responses playing key roles in the regulation of glucose, lipids, and amino acids metabolism [66, 67]. However, its physiological role in BAT needs to be unraveled [66]. Hence, the unique expression of *ZBTB16* and *HOXA4* do indicate that rosiglitazone enhances brown adipogenesis. Moreover, many novel noncoding transcripts were detected in rosiglitazone treated adipocytes such as lincRNAs, miRNA, snRNA, or snoRNA. 

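Among the 551 genes with a mean FPKM above 1 in D and not in C, 300 (54.5%) were not protein coding: 73 lincRNAs, 70 antisense RNAs, 18 miRNAs, 17 snRNAs and 10 snoRNAs among others. Of the 361 in D and not in B, 227 (62.9%) were not protein coding, with 51 lincRNAs, 51 antisense RNAs and 18 miRNAs. Of the 251 in C and not in B, 170 (67.7%) were not, with 30 lincRNAs, 33 antisense RNAs and 24 miRNAs. The opposite lists were alike: 228 of the 326 genes in C and not in D were not protein coding. So were 271 of the 346 in B and not in D, and 286 of the 461 in B and not in C. Noncoding genes were therefore not particular to the lists of treated groups. MIR503HG, a host gene of miRNAs, was a noncoding gene that edgeR called, with a log2 fold change of -1.23 in D against C (standard error 0.19, adjusted p = 0.0435). It was called only without D replicate 3 (adjusted p = 3.22e-05) when 1 library was left out. Genes shorter than 200 nucleotides were 62 of the 551, 57 of the 361 and 63 of the 251. Their median was 8, 8 and 4 counts over the 3 libraries, and an mRNA library does not capture mature miRNAs. Reads of antisense genes are uncertain, since the strand setting of the counting is not given.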

A recent transcriptome study on human WATs and BATs lncRNAs revealed the roles of these non-coding RNAs in brown adipogenesis [68]. Several lncRNAs found in this study appeared to be present in our data as well, specifically in adipocytes D. The specific roles of these transcripts during adipogenesis, particularly in human adipocytes, deserve further investigations. The non-coding RNAs might affect the epigenetic changes during the differentiation that might enhance the brown adipogenesis. Remarkably, rosiglitazone addition in both induction and maintenance media triggered the unique expression of *PR domain containing 16 (PRDM16)* in adipocytes D. This master transcriptional co-regulator has a crucial role in promoting the expression of brown adipocytes genes and repressing white selective genes, hence considered as one of brown adipocyte selective genes [69, 70]. 

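PRDM16 had a mean FPKM of 1.26 ± 0.52 in D (SD, n = 3) and 1.12 ± 0.75 in A, and it passed 1 in A, B and D. Its log2 fold change was 0.64 in D against C (standard error 0.31, edgeR adjusted p = 0.61) and 0.03 in D against B (standard error 0.33, adjusted p = 0.99). PRDM16 was called without D replicate 3 (adjusted p = 0.0375) in D against C. The gene lies on chromosome 1 from 3069168 to 3438621 in GRCh38. In D against B, the sign turned without B replicate 2 (-0.18), without D replicate 1 (-0.12) and without D replicate 2 (-0.12).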

*PRDM16* is also essential for the determination and function of beige adipocytes [69]. It was also presented that *PRDM16* modulates the switch between skeletal myoblasts and brown fat cells. This regulator binds to *PPAR-γ* and thus stimulates brown adipogenesis [70]. It also activates the expression of thermogenic genes by co-activating *PPAR-γ* and *PPAR-α* in adipocytes [71]. Interestingly, the *Trafficking Regulator of GLUT4 1 (TRARG1)* was also exclusively expressed in D. This is a positive regulator of insulin-stimulated *GLUT4* trafficking and insulin sensitivity that works in a PI3K/Akt-dependent manner [72], suggesting the regulation of the pathways in the presence of rosiglitazone.

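TRARG1 had 21, 16 and 6 counts in the libraries of D, 0 in each library of C and 4, 0 and 8 in B, and a mean FPKM of 0.19 ± 0.11 in D (SD, n = 3). It was at least 15.05-fold higher in D than in C against a floor of 3 counts over the group. edgeR's filter on low counts left it out of the test, and DESeq2 called it between D and C (log2 fold change 6.30, adjusted p = 0.00241) but not between D and B (1.96, adjusted p = 0.999). TRARG1 lies on chromosome 17 from 1279663 to 1300987 in GRCh38.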

The upregulation of *FABP4* and the unique expression of several coding and non-coding RNAs, induced by constant rosiglitazone treatment, enhanced the brown adipogenesis. These differentially and uniquely expressed genes and signaling pathways that are regulated in the presence of rosiglitazone treatment need further investigations to expand our knowledge about adipogenesis, specifically brown adipogenesis. The uniquely expressed genes and non-coding RNAs in D compared with B also suggest that rosiglitazone might regulate most of the genes at the post-translational modifications during brown adipogenesis.

## Conclusion

This study provided comparisons of the transcriptomic profile of iMSC3 and adipocytes differentiated with and without rosiglitazone treatment. Moreover, it offers a reliable collection of differentially and uniquely expressed genes associated with adipogenic processes. This transcriptomic study confirmed our previous findings about the roles of rosiglitazone in the regulation of PPAR and PI3K-Akt signaling pathways during brown adipogenesis. This huge collection of data promotes broader investigations of previously studied adipogenesis and obesity related genes. Further study should be focused on the proteomics analysis to find the differentially expressed proteins that can validate our transcriptomic findings and provide further insights into the roles of rosiglitazone in the brown adipogenesis. Moreover, further study using an animal model is needed to confirm the effects of rosiglitazone on in vivo brown adipogenesis.

## Methods

### Differentiation of iMSC3 into adipocytes

The iMSC3 cells differentiation into adipocytes with and without rosiglitazone was carried in our previous study [17]. Briefly, iMSC3 cells (abm T0529, Canada) were seeded into 6-well plates at a density of 5 × 10^4^ cells/well and maintained incomplete growth (MEM) media (Sigma-Aldrich M2279, USA) containing 10% Fetal Bovine Serum (FBS) (Sigma-Aldrich F6178, USA), 1% penicillin–streptomycin (Sigma-Aldrich P4333, USA) and 200 μM of L-glutamine (Sigma-Aldrich G7513, USA). The culture was incubated at 37 °C in a humidified incubator with 5% CO2. Prior differentiation, the cells at 70–80% confluency were subjected to serum starvation for 24 h. The differentiation was carried out in four experimental groups: (Group A) undifferentiated iMSC3, (Group B) iMSC3 differentiated into adipocytes without rosiglitazone treatment, (Group C) iMSC3 differentiated into adipocytes supplemented with 2 μM of rosiglitazone in induction media only, (Group D) iMSC3 differentiated into adipocytes supplemented with 2 μM rosiglitazone in induction and maintenance media throughout the differentiation period of 12 days. Adipogenic differentiation was induced by induction medium I (DMI) containing 0.5 μM/mL 3-isobutyl-1-methylxanthine (IBMX) (Sigma-Aldrich I17018, USA), 1 μM/mL Insulin (ITS) (Sigma-Aldrich I3146, USA), 0.25 μM/mL Dexamethasone (Sigma-Aldrich D4902, USA), 0.1 μM/mL Indomethacin (Sigma-Aldrich I7378, USA) with or without 2 μM/mL rosiglitazone (Sigma-Aldrich R2408, USA). After 48 h the media was changed to differentiation maintenance media II (DMII) containing 1 μg/mL insulin (ITS) with or without 2 μM/mL rosiglitazone for 2 days [73–77]. The two-step adipogenic differentiation protocol was repeated for 3 cycles for a total of 12 days. The differentiation experiment was repeated three times, ending with a total of three biological replicas and three technical replicas for each experimental condition. The iMSC3 and the differentiated adipocytes were harvested for further analysis.

### Nile red and DAPI staining of adipocytes

Nile red staining was performed following the protocol described by *Greenspan* et al. with modifications [78]. In brief, nile red stock solution of 1 mg/mL concentration was obtained by dissolving 5 mg of nile red powder (Sigma-Aldrich N3013, USA) in 5 mL of acetone. The stock solution was diluted to 1:100 nile red staining solution in 1 mM trizma-maleate (Sigma-Aldrich T3128, USA) and 3% w/v Polyvinylpyrrolidone (Sigma-Aldrich P2307, USA). The differentiated adipocytes were washed with PBS (Sigma-Aldrich D8537, USA) and fixed with 4% paraformaldehyde for 1 h. Then, the cells were stained with nile red to visualize the lipid droplets and DAPI (Life Technologies P36930, USA) to stain the nucleus. Olympus fluorescent microscope was used to observe the stained cells and imaged using cellSens Standard software.

### Oil-O red staining of adipocytes

Oil-O red staining was performed following *Aguena* et al. protocol with modifications [79]. The differentiated adipocytes were washed with PBS, fixed with 4% paraformaldehyde for 1 h, and incubated for 15 min at room temperature with 60% isopropanol solution. Then, the cells were air-dried, stained with Oil-O red staining solution (Sigma-Aldrich O1391, USA) (60% Oil-O Red stock solution and 40% distilled water) for 1 h, and washed with distilled water to remove excess stain. The stained cells were visualized under inverted microscope using Optika Vision Lite software.

### RNA extraction and quantification

Total RNAs were extracted from all experimental groups A, B, C, and D. The harvested cells were first lysed using Qiazol lysis reagent. Then, the extraction was carried out using miRNeasy extraction kit following the manufacturer’s instructions (Qiagen 217,004, Germany). The RNA quantity and purity were determined using Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific, USA).

### RNA quality and integrity assessment

To guarantee the reliability of the data, quality control (QC) was performed at each step. RNA degradation and contamination were assessed on 1% agarose gel. Then, RNA purity was checked using NanoPhotometer spectrophotometer (Implen, USA). To obtain a quantitative assessment of RNA integrity and evaluate the RNA quantity, Agilent BioAnalyzer 2100 system was used. The samples concentration was first unified to 500 ng/ul, then proceeded with the Agilent RNA 6000 Nano Kit protocol as per the manufacturer’s instructions (Agilent Technologies 5067–1511, USA). The degradation was scored for each sample and represented as RNA Integrity Number (RIN) value. Only samples with RIN > 5.0 were used for subsequent library construction (Table S3).

### Library preparation for Transcriptome sequencing

A total amount of 1 μg RNA per sample was used as input material for the RNA sample preparations. NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB, USA) was used to generate sequencing libraries following manufacturer’s recommendations. To attribute sequences to each sample, index codes were added. Briefly, poly-T oligo-attached magnetic beads were used to purify mRNA from total RNA. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). In order to select cDNA fragments, preferably of 150-200 bp in length, the library fragments were purified using AMPure XP system (Beckman Coulter, USA). Then, 3 μl of USER Enzyme (NEB, USA) was used with size-selected, adaptor ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C. After that, PCR was performed using Phusion High-Fidelity DNA polymerase, Universal PCR primers, and Index (X) Primer. Finally, the PCR products were purified (AMPure XP system) and library quality was assessed using the Agilent Bioanalyzer 2100 system.

### Clustering and sequencing

The clustering of the index-coded samples was performed on a cBot Cluster Generation System using PE Cluster Kit cBot-HS (Illumina, USA) according to the manufacturer’s instructions. After cluster generation, the library was sequenced using Illumina NovaSeq 6000 platform (Illumina, USA) and paired-end reads were generated in 300 cycles. All generated sequencing data are deposited in Gene Expression Omnibus (GEO) database with the accession number (GSE171826).

### Data analysis

#### Quality control

To ensure the quality and reliability of data analysis, the raw reads obtained in FASTQ format were first processed through fastp. Reads containing adapter sequences and poly-N sequences were removed from the raw data along with low-quality reads. Simultaneously, Q20, Q30 and GC content of the clean data were calculated. All the downstream analyses were performed based on high quality clean data.

#### Mapping to reference genome

Reference genome and gene model annotation files were directly downloaded from genome website browser (NCBI, UCSC, and Ensembl). Using STAR software, the paired-end clean reads were aligned to the reference genome. This software is based on a previously undescribed RNA-seq alignment algorithm that uses sequential maximum mappable seed search in uncompressed suffix arrays followed by seed clustering and stitching procedure. Compared to other RNA-seq aligners, STAR exhibits better alignment precision and sensitivity for both experimental and simulated data [80]

#### Quantification

The gene expression level was estimated by the abundance of transcript mapped to genome or exon. FeatureCounts was used to count the reads number mapped to each gene. The FPKM value was calculated for each gene based on the length and reads count mapped to this gene.

#### Differential gene expression analysis

Differential gene expression analysis between two groups A vs B, B vs C, C vs D, and B vs D, each having three biological replicates, was performed using DESeq2 R package. DESeq2 provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution [81]. Using the Benjamini and Hochberg’s approach for controlling the False Discovery Rate (FDR), the resulting *P* values were adjusted. Genes with an adjusted *P* value < 0.05 found by DESeq2 were considered as differentially expressed for the three biological replica.

#### GO and KEGG enrichment analysis

Enrichment analysis enables us to attribute biological functions or pathways that are significantly associated with the DEGs. GO enrichment analysis of DEGs was implemented by the clusterProfiler R package. GO terms with corrected *P* value < 0.05 were considered significantly enriched by differential expressed genes. R package clusterProfiler was used to test the statistical enrichment of differential expression genes in KEGG pathways. Those terms with adjusted *P* value < 0.05 were considered as significantly enriched.

### cDNA synthesis and RNA-Seq validation by quantitative RT-PCR

cDNA was synthesized from the total RNA using QuantiTect Reverse Transcription kit following the manufacturer’s protocol (Qiagen 205,311, Germany). To confirm the transcriptome results, a total of 13 DEGs were selected and analyzed by qPCR using the same samples used for the RNA sequencing. The qPCR primer sequences for target genes are presented in (Table 2). QuantStudio3 Real-Time PCR System (Applied Biosystems, USA) was used to perform real-time gene expression study and using Maxima SYBR Green/ROX qPCR Master Mix (2x) (Thermo Fisher Scientific K0223, USA). *GAPDH* was used to normalize the obtained expression levels. The results were analyzed using Design and Analysis Software v1.5.1 (Thermo Fisher Scientific, USA), and the relative expression of genes was calculated using the 2^−ΔΔCT^ method [82].

**Table 2:** qPCR primer sequences of target genes used for RNA-Seq validation

**Gene Name**	**RT-PCR Primer Seq (Group A vs B)**		**References**
	**Forward primer (5′-3′)**	**Reverse primer (5′-3′)**	
Apolipoprotein E (APOE)	CTGCGTTGCTGGTCACATTCC	CGCTCTGCCACTCGGTCTG	[83]
WNT1 inducible signaling pathway protein 1 (WISP1)	GAAGCAGTCAGCCCTTATG	CTTGGGTGTAGTCCAGAAC	[84]
Rho GTPase activating protein 6 (ARHGAP6)	GGGAGGGAGGCATTCATCTAC	GTGGCCCACCAGCATAAAC	[85]
growth differentiation factor 15 (GDF15)	CCAAAGACTGCCACTGCATA	GAATCGGGTGTCTCAGGAAC	[86]
retinol binding protein 4 (RBP4)	TACTCCTTCGTGTTTTCCCGG	TAACCGTTGTGGACGATCAGC	[87]
**Gene Name**	**RT-PCR Primer Seq (Group B vs C)**		**References**
prostaglandin E receptor 2 (PTGER2)	AGGAGACGGACCACCTCATTC	GCCTAAGGATGGCAAAGACCC	[88]
snail family transcriptional repressor 1 (SNAI1)	GGTTCTTCTGCGCTACTGCT	TAGGGCTGCenunTGGAAGGTAAA	[89]
**Gene Name**	**RT-PCR Primer Seq (Group C vs D)**		**References**
insulin like growth factor binding protein 2 (IGFBP2)	GCCCTCTGGAGCACCTCTACT	CATCTTGCACTGTTTGAGGTTGTAC	[90]
ras related dexamethasone induced 1 (RASD1)	CCACCGCAAGTTCTACTCCAT	CCAGGATGAAAACGTCTCCTGT	[91]
fatty acid binding protein 4 (FABP4)	GCCAGGAATTTGACGAAGTCAC	TTCTGCACATGTACCAGGACAC	[92]
prostaglandin I2 synthase (PTGIS)	CTGGTTGGGGTATGCCTTGG	TCATCACTGGGGCTGTAATGT	[93]
apolipoprotein L3 (APOL3)	GCAAGGGACATGATGCCAGA	AAGAGTTTCCCCAAGTCAAGAGG	[94]
phosphatidylinositol-4-phosphate 3-kinase catalytic subunit type 2 beta (PIK3C2B)	CAGGCTTCAAGAGGCACTCA	TGGTCATCATTCACCGTCCG	[95]
GAPDH	AGGGCTGCTTTTAACTCTGGT	CCCCACTTGATTTTGGAGGGA	[17]

### Statistical analysis

All experiments were performed in triplicates and results were expressed as the mean ± standard deviation. Statistical significance was analyzed using GraphPad Prism 9 software to perform unpaired two-tailed student t-test considering significance at *P* value < 0.05.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

**Additional file 5.**

## Data Availability

All data generated and/or analyzed during this study are deposited in the GEO database NCBI (https://www.ncbi.nlm.nih.gov/geo/), with the accession number: GSE171826.

# Supplementary material for: Transcriptomic profiling of the telomerase transformed Mesenchymal stromal cells derived adipocytes in response to rosiglitazone
**Source:** BMC Genom Data. 2022 Mar 9;23:17. doi: 10.1186/s12863-022-01027-z
**Supplement:** Supplementary file 1 — Additional file 1.

**Table-S1:** Data quality summary.

| Sample | raw_reads | clean_reads | raw_data(G) | clean_data(G) | error_rate(%) | Q20(%) | Q30(%) | GC_content(%) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| A1 | 20255196 | 20088844 | 6.1 | 6.0 | 0.02 | 98.06 | 94.34 | 46.49 |
| A2 | 20612719 | 20359951 | 6.2 | 6.1 | 0.02 | 98.26 | 94.86 | 50.06 |
| A3 | 23575247 | 23223228 | 7.1 | 7.0 | 0.03 | 97.96 | 94.20 | 50.00 |
| B1 | 22985639 | 22623772 | 6.9 | 6.8 | 0.02 | 98.09 | 94.43 | 49.74 |
| B2 | 30306017 | 29861490 | 9.1 | 9.0 | 0.03 | 97.86 | 93.92 | 50.10 |
| B3 | 30329819 | 29824479 | 9.1 | 8.9 | 0.03 | 97.50 | 93.09 | 49.81 |
| C1 | 29113672 | 28687246 | 8.7 | 8.6 | 0.02 | 98.02 | 94.35 | 49.89 |
| C2 | 22787408 | 22498856 | 6.8 | 6.7 | 0.02 | 98.07 | 94.49 | 50.00 |
| C3 | 29837960 | 29453296 | 9.0 | 8.8 | 0.02 | 98.02 | 94.37 | 50.02 |
| D1 | 24225292 | 23891032 | 7.3 | 7.2 | 0.02 | 98.09 | 94.48 | 49.79 |
| D2 | 27668752 | 27070097 | 8.3 | 8.1 | 0.03 | 97.70 | 93.47 | 48.75 |
| D3 | 23698668 | 23208202 | 7.1 | 7.0 | 0.03 | 97.75 | 93.69 | 50.24 |

(1) Sample name: sampleID.

(2) Raw reads: reads count from the raw data, four rows as a unit, with statistics of reads count for every sequencing.

(3) Clean reads: Clean data are reads count filtered from raw data. Statistics method is similar with raw reads. All the following analysis is based on clean data.

(4) Raw bases: Base number of raw data. (number of raw reads) * (sequence length), converting unit to G.

(5) Clean bases: Base number of raw data after filtering. (number of clean reads) * (sequence length), converting unit to G.

(6) Error rate (%): base error rate of whole sequencing.

(7) Q20(%): The percentage of the bases whose Q Phred values is greater than 20. (Number of bases with Q Phred value > 20) / (Number of total bases) *100.

(8) Q30(%): The percentage of the bases whose Q Phred values is greater than 30. (Number of bases with Q Phred value > 30) / (Number of total bases) *100.

(9) GC content (%): The percentage of G&C base numbers of total bases. (G&C base number) / (Total base number)*100.

**Table-S2:** Mapping results summary.

| Sample Name | A1 | A2 | A3 | B1 | B2 | B3 | C1 | C2 | C3 | D1 | D2 | D3 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Total reads | 40177688 | 40719902 | 46446456 | 45247544 | 59722980 | 59648958 | 57374492 | 44997712 | 58906592 | 47782064 | 54140194 | 46416404 |
| Total mapped reads | 39236472 | 39801122 | 45174256 | 44118118 | 57998830 | 57674684 | 55863268 | 43838740 | 57346908 | 46589788 | 52295532 | 44857868 |
| Uniquely mapped reads | 38278058 | 38864706 | 44060598 | 43039912 | 56483464 | 56217466 | 54398810 | 42752816 | 55861626 | 45418738 | 51059514 | 43658978 |
| Multiple mapped reads | 958414 | 936416 | 1113658 | 1078206 | 1515366 | 1457218 | 1464458 | 1085924 | 1485282 | 1171050 | 1236018 | 1198890 |
| Total mapping rate | 97.66% | 97.74% | 97.26% | 97.5% | 97.12% | 96.69% | 97.36% | 97.42% | 97.35% | 97.5% | 96.59% | 96.64% |
| Uniquely mapping rate | 95.27% | 95.44% | 94.86% | 95.12% | 94.58% | 94.25% | 94.81% | 95.01% | 94.83% | 95.05% | 94.31% | 94.06% |
| Multiple mapping rate | 2.39% | 2.30% | 2.40% | 2.38% | 2.54% | 2.44% | 2.55% | 2.41% | 2.52% | 2.45% | 2.28% | 2.58% |

(1) Sample name: sampleID

(2) Total reads: total clean reads used for analysis

(3) Total mapped reads: numbers of reads being mapped on the genome, the ratio should higher than 70%.

(4) Uniquely mapped reads: numbers of reads being mapped on single position of the genome

(5) Multiple mapped reads: numbers of reads being mapped on more than one position of the genome.

(6) Total mapping rate: (mapped reads)/(total reads)*100

(7) Uniquely mapping rate: (uniquely mapped reads)/(total reads)*100

(8) Multiple mapping rate: (multiple mapped reads)/(total reads)*10

**Table-S3:** RIN values of the sequenced RNA samples.

| **Sample Name** | **Sample Details** | **RIN Value** |
| --- | --- | --- |
| **A1** | Undifferentiated iMSC3 | 6.7 |
| **A2** |  | 8.2 |
| **A3** |  | 8.6 |
| **B1** | iMSC3-derived adipocytes without rosiglitazone | 8.4 |
| **B2** |  | 9.5 |
| **B3** |  | 9.3 |
| **C1** | iMSC3-derived adipocytes under rosiglitazone treatment in induction media only | 8.5 |
| **C2** |  | 8.5 |
| **C3** |  | 6.9 |
| **D1** | iMSC3-derived adipocytes under rosiglitazone treatment both in the induction and maintenance media | 8.6 |
| **D2** |  | 8.5 |
| **D3** |  | 5.7 |

How the deposited data were processed for this re-analysis (not part of the article)

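Messenger RNA of the immortalized human stromal cell line iMSC3 was measured in 12 paired-end libraries, 3 each of undifferentiated cells (A), adipocytes derived without rosiglitazone (B), adipocytes with 2 μM rosiglitazone in the induction media only (C) and adipocytes with 2 μM in both media (D). The authors removed adapters and low-quality reads with fastp, aligned the clean reads with STAR and counted read pairs per gene with featureCounts, and the deposited values are raw counts per gene without normalization. Versions, genome build, annotation release and strand setting are not given in the sources used here. All gene identifiers of the deposited table are those of GENCODE 29 on GRCh38, which gave the gene names, places and lengths. The counts are whole numbers and their sums are 81.71% to 84.18% of the clean read pairs of Table S1.

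Libraries were assigned to groups by the letter of their labels, and the number in the label was taken as the replicate number. Some labels carry a prefix R, whose meaning is not given in the sources used here. Comparisons were B against A, C against B, D against C and D against B. Each was tested on its own 6 libraries in edgeR 4.0.16 (R 4.3.3): genes were kept by filterByExpr with default settings, scaled by TMM, fitted with estimateDisp and glmQLFit and tested with glmQLFTest, with the installed defaults. P-values are two-sided and Benjamini-Hochberg adjusted over the genes tested, with an adjusted p under 0.05 as a call and no fold threshold. Standard errors of log2 fold changes were derived from the F statistic. A first run had used the newer quasi-likelihood method of the same package, and its counts had been seen when the default was restored. Levels are CPM after TMM scaling, and principal components were computed on log2 CPM with a prior count of 2. Where a group had 0 counts of a gene, the fold is a lower bound against a floor of 3 counts over the group (0.0541 CPM in A, 0.0444 in B, 0.0464 in C and 0.0487 in D). With 1 to 3 counts in a group, the ratio of counts is given with an exact 95% binomial interval.

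FPKM was computed as counts scaled by library total and by the mean transcript length of the gene in GENCODE 29, rounded down. A gene was listed as expressed in a group when its mean FPKM over 3 libraries was above 1. The paper does not state its rule in the text used here, and this one was read from its supplementary tables, of which only a part was used.

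Lists of genes for processes and cell types (33 lists) were written from general knowledge and from the terms of the paper's figures, and 5 listed symbols found no match in the annotation. Lists that hold genes whose values in the paper's tables had been seen are called not independent. For each list, called members were counted, p-values were also adjusted over the list alone, and the set was tested with camera of limma 3.58.1 on log2 CPM with a preset correlation of 0.01, adjusted over the lists of a comparison. Camera with an estimated correlation and fry were run beside it.

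Genes were named by a rule: in each comparison the 10 called genes with the largest rise and the 10 with the largest fall whose groups of libraries did not overlap and whose mean was at least 1 CPM, each gene the paper names in its text, Table 1 or Fig. 9, and the 4 members of each list with the lowest adjusted p. Values in the paper's tables were seen before the rule was written. Outside the rule, ASNS, CDC45, CENPF, COL15A1, FOXO1, GINS2, MAOA, MMP16, NOV, PCK2, PPARG, SGK1 and TOP2A in B against A, ANGPTL4, ITGA8, LAMA1, PLA2G2A and PLIN2 in C against B, and ASPN, CFD, CKMT2, FBLN1, GDF15, PCK2, POSTN and SPARCL1 in D against C were chosen after their values were seen, as were the low counts of UCP1, CIDEA, ADIPOQ, LEP and LPL.

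Whether equal replicate numbers pair libraries of different groups was tested by correlating, across genes, the deviation of each library from its group mean. In D against C the correlations of equal numbers were 0.163, 0.239 and 0.392, each above the limit of 0.1, and those of unequal numbers were -0.352 to 0.237. The highest unequal pair, D replicate 1 and C replicate 2, lay above the equal pair of number 1, so a pairing of numbers 1 and 2 is not shown. The limit was not passed by each equal number in B against A (-0.0523, -0.0885 and 0.0049), C against B (-0.0731, 0.122 and 0.12) and D against B (0.116, -0.0814 and -0.0545). The paper reports 3 differentiation experiments, which is the possible source of such pairs. Results with the replicate number as a block are given beside those of D against C, and once for the other comparisons.

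Alternatives set before the data were examined were RLE factors for TMM, no filter, a stricter filter of at least 10 counts in each library, DESeq2 1.42.0 with default settings, limma voom with sample quality weights, a fit of all 4 groups together, the replicate block, an absolute log2 fold change of at least 1, a term for the prefix R, leaving out each library in turn, other limits for expressed genes (FPKM of 0.5 or 2, FPKM above 1 in each library, and CPM of 0.5), camera with an estimated correlation, and DESeq2 counts of list members. Where 1 library was left out, the group with fewer libraries was assumed to vary like the other. Added after the data were seen were a correction for GC content and gene length (a loess trend per library, span 0.3), that correction with the block, DESeq2 with the block, the newer quasi-likelihood method, leaving out C and D replicate 3 together or B replicate 2 and D replicate 3 together, and the block with an estimated correlation in camera.

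The tests were run on simulated data: counts were drawn from the fitted means and dispersions of each comparison with 200 genes changed, 50 each by 1.5, 2, 4 and 8-fold. Genes were drawn independently, so no deviation is shared by many genes of 1 library, unlike in the real data. Among unchanged genes edgeR made 8 calls of 14800 in B against A, 20 of 15331 in C against B, 8 of 15023 in D against C and 10 of 15176 in D against B (DESeq2: 40, 27, 30 and 32). The correlation of changes that share group C was compared with 20 draws of simulated unchanged groups, as were the genes called in both comparisons in opposite directions (DESeq2, and edgeR with the block). All 10 splits of the 6 libraries of each comparison into 3 and 3 were tested, where the smallest share is 0.1. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

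Enrichment of GO terms and KEGG pathways was not repeated, since the annotation sets are not part of the sources used here. The qRT-PCR values, the cell images and staining, and reads below the level of gene counts were not analysed here. Genes without a length in the annotation were left out of FPKM, and sex chromosome markers were not used.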

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

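Signals outside what the paper discusses were found in the comparison of adipocytes B with undifferentiated A, and were picked out because at least 5 members of a list of such genes were called in 1 direction. The choice of lists that the paper does not discuss was made after the data were seen. None of the 5 lists is independent, since values of some members had been seen in the paper's tables, and Table 1 for these groups holds APOD, SAA1 and ZBTB16 of the glucocorticoid list, COMP and ACAN of the chondrocyte list, RSAD2 of the interferon list, and PSG1 and PSG2. Lists with a term of their own in its Fig. 5 were not counted, among them complement genes (9 higher and 1 lower of 24) and inflammatory cytokines (1 higher and 5 lower of 28). The lower cytokine genes numbered 11, 4 and 3 without A replicates 1, 2 and 3 and 1, 2 and 1 without B replicates 1, 2 and 3, and the higher complement genes 14, 5 and 3 and 1, 4 and 1. Fig. 5C also shows the terms biosynthesis of amino acids, influenza A and measles, which the paper's text does not take up and whose members were not compared with the lists used here.

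Of 36 measured genes of the glucocorticoid response, 13 were higher in B and 2 lower (17 and 2 when adjusted over the list alone), among them FKBP5 (log2 fold change 3.37), TSC22D3 (3.42) and MAOA (4.52). ZBTB16, SAA1, RASD1 and APOD belong to the 13 and are named in the paper for other reasons. Without A replicates 1, 2 and 3 the higher genes numbered 22, 9 and 9, and without B replicates 1, 2 and 3 they numbered 4, 8 and 4. FKBP5 and TSC22D3 were called in each of these 6 fits, and MAOA only without A replicate 1 (adjusted p = 5.46e-04) and without A replicate 2 (0.0278). The list was higher in camera (adjusted p = 1.05e-11), but not with an estimated correlation (0.14). The paper's induction media contain dexamethasone, a glucocorticoid, and no explanation was tested.

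Of 49 genes of the integrated stress and amino acid response, 14 were higher and 0 lower (17 and 1 over the list alone), among them TRIB3 (3.20), ASNS (2.08) and INHBE (3.62). The higher genes numbered 30, 8 and 4 without A replicates 1, 2 and 3, and 3, 4 and 4 without B replicates 1, 2 and 3. TRIB3 was called in each of these fits, ASNS was not called without B replicate 1 (adjusted p = 0.0748), B replicate 2 (0.07) or B replicate 3 (0.0864), and INHBE was not called without A replicate 3 (0.0561) or B replicate 1 (0.0507). In camera the adjusted p was 1.70e-10 with the preset and 0.275 with an estimated correlation.

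Of 46 genes of the interferon response, 19 were lower and 0 higher (37 lower over the list alone), among them ISG15 (-2.44), IFIT3 (-2.65), MX1 (-4.34) and OAS2 (-2.86). The lower genes numbered 37, 17 and 11 without A replicates 1, 2 and 3, and 2, 7 and 5 without B replicates 1, 2 and 3. ISG15 and IFIT3 were called in each of these fits, MX1 was not called without B replicate 1 (adjusted p = 0.0542), and OAS2 was not called without B replicate 1 (0.0596) or B replicate 3 (0.0543). In camera the adjusted p was 1.14e-20 with the preset and 0.14 with an estimated correlation. No explanation of the interferon and stress signals was tested.

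All 5 measured genes of the pregnancy-specific glycoproteins were lower, with PSG1 at -6.12. The lower genes numbered 6 (of 6 measured in that fit), 5 and 5 without A replicates 1, 2 and 3 and 2, 2 and 2 without B replicates 1, 2 and 3, and PSG1 was called in each of these fits. Of 14 chondrocyte genes, 7 were higher and 0 lower (8 over the list alone), among them COMP (8.98), ACAN (8.65) and HAPLN1 (2.62), which also belong to the list of matrix glycoproteins and proteoglycans and were called in each of these fits. The higher chondrocyte genes numbered 8, 5 and 4 without A replicates 1, 2 and 3 and 5, 6 and 5 without B replicates 1, 2 and 3. In camera the adjusted p was 1.44e-08 and 3.9e-08 with the preset and 0.192 and 0.14 with an estimated correlation, and no explanation was tested. In fry the glucocorticoid, stress, interferon, pregnancy-specific and chondrocyte lists had adjusted p = 0.00254, 0.0117, 0.00254, 0.00254 and 0.00105.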

How the results depend on the processing

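The correction for GC content and gene length, this correction with the replicate block, DESeq2 with the block, the newer quasi-likelihood method, the block with an estimated correlation and the fits that leave out a pair of libraries were chosen after the data were seen. Every other setting was set beforehand.

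The counts of called genes depended on the settings, and the cause was not tested. In B against A, 707 genes became 1435 with no filter, 377 with the stricter filter, 1491 with DESeq2, 4363 with limma voom, 1855 with all 4 groups fitted together, 249 with the replicate block, 16 with a term for the label prefix and 1461 with the GC and length correction, and 66 (without B replicate 1) to 4267 (without A replicate 1) when 1 library was left out. Values within 1.5 times were 672 with RLE, 679 with a log2 fold change of at least 1, 749 with the newer method, 477 with the block and the correction and 971 with DESeq2 and the block. The balance of higher to lower calls, 361 to 346, was 1733 to 2630 with limma voom, 160 to 89 with the block, 16 to 0 with the prefix term, 555 to 416 with DESeq2 and the block, 369 to 303 with RLE and 694 to 767 with the correction. It was 105 to 72 without A replicate 3, 53 to 13 without B replicate 1, 119 to 39 without B replicate 2 and 56 to 16 without B replicate 3.

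In C against B, edgeR called 0 genes (1326 at an unadjusted p under 0.05), and the count became 478 with no filter, 81 with DESeq2, 258 with limma voom, 53 with the block, 52 with the block and the correction and 144 with DESeq2 and the block. It was 0 to 489 when 1 library was left out, with 489 without B replicate 2 and 1 without C replicate 1. It stayed 0 with RLE, the stricter filter, all 4 groups, the correction and the newer method.

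In D against C, 45 genes became 431 with no filter, 16 with the stricter filter, 214 with DESeq2, 947 with limma voom, 0 with all 4 groups (788 at an unadjusted p under 0.05), 146 with the block, 90 with the correction, 203 with the block and the correction, 295 with DESeq2 and the block and 1068 without C and D replicate 3. Leaving out 1 library gave 0 (without C replicate 2) to 838 (without D replicate 3), and RLE and the newer method gave 42 and 49. All 45 were among those called by DESeq2, limma voom, the block and the fit without D replicate 3. In D against B, edgeR called 0 (394 at an unadjusted p under 0.05), and the count became 81 with no filter, 1 with DESeq2 with or without the block and 2 with limma voom, and was 0 in each of the other fits, those that leave out 1 library included.

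In camera, the 15, 6, 11 and 11 lists that passed in B against A, C against B, D against C and D against B became 0 each with an estimated correlation, with or without the block, and 15, 6, 8 and 9 with the block alone. In fry's test for a shift in 1 direction, 14, 0, 4 and 0 lists passed in the same order. The numbers of list members called in B vs A, C vs B, D vs C and D vs B, 186, 0, 10 and 0, became 282, 23, 45 and 1 with DESeq2 and 83, 15, 37 and 0 with the block.

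Of the numbers of genes expressed in 1 group only, 584 (A, not B) became 326 when FPKM above 1 was required in each library, and 551 (D, not C) and 346 (B, not D) became 366 and 533. At a mean FPKM of 0.5, 461 (B, not C), 251 (C, not B), 326 (C, not D), 551, 346 and 361 (D, not B) became 754, 429, 559, 848, 630 and 594, and at a mean FPKM of 2, the numbers for C and not B, C and not D, B and not D, and D and not B became 152, 200, 211 and 229. Leaving out 1 library changed these numbers by less than 1.5 times, except that B and not D was 267 to 526, with 526 without D replicate 1. The numbers of shared genes stayed within 1.5 times in all settings run.

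Of the 13 genes measured by qRT-PCR, edgeR called 7 (10 with the block), DESeq2 13 and DESeq2 with the block 12. The correlation of changes that share group C was -0.663, -0.664 with the block, and -0.772 to -0.705 without 1 C library.

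Among 153 results for single genes, 151 had a value in each of these settings: DESeq2 left 111 as they were and made 40 into calls, RLE left all 151, and the block left 116, ended 15 calls and made 20. Of 906 values without 1 library, 679 were as before, 167 lost and 53 gained a call and 7 changed sign. Signs turned, with none of the turned values called, for PRDM16 in D against B (-0.18 to 0.29 without 1 library: -0.18 without B replicate 2, and -0.12 without D replicate 1 and without D replicate 2), ZBTB16 in D against B (-0.84 to 0.10, the latter without D replicate 3), GDF15 in D against C (-0.94, a call without D replicate 3, to 0.084: 0.084 without D replicate 1 and 0.02 without D replicate 2) and HOXA4 in D against C (-0.11 to 0.61, the former without D replicate 3). The block was used in D against C, where each pair of equal numbers correlates above 0.1, as do D replicate 1 and C replicate 2 (0.237). In B against A, C against B and D against B, where 0, 2 and 1 of the 3 pairs do, it gave 249, 53 and 0 calls. Depth limits genes at 0 to 3 counts per group, such as UCP1 and FABP4 in C.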

Differences from the paper's values

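DESeq2 with the replicate block, the correction for GC content and gene length, that correction with the block, the newer quasi-likelihood method and the fits without 2 libraries were chosen after the values were seen. All other alternatives here were set before the data were examined, and no fold threshold was used in the counts beside the paper's.

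In B against A the paper gives 1508 differentially expressed genes, 751 higher and 757 lower, and edgeR called 707, 361 and 346. All 3 numbers were within 1.5 times the paper's with DESeq2, the tool of the paper's methods (1491, 747 and 744), with no filter (1435, 771 and 664) and with all 4 groups fitted together (1855, 987 and 868). They were not with RLE, the stricter filter, limma voom, the block, a log2 fold change of at least 1, the term for the label prefix or any 1 library left out. The GC and length correction, chosen after the values were seen, gave 1461, 694 and 767 and drops 407 of the 1408 genes in the part of the paper's supplement used here, and DESeq2 with the block, also chosen after the values were seen, came within 1.5 times for the higher genes (555) and drops 528. Of these 1408 genes edgeR called 701, no filter 1192, DESeq2 1408, limma voom 1304, all 4 groups 1322 and the fit without A replicate 1 called 1336. Of 20 genes of Table 1 edgeR called 15, DESeq2 and no filter 20 each and DESeq2 with the block 17.

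In C against B the paper gives 86, 21 higher and 65 lower, and edgeR called 0 (1326 at an unadjusted p under 0.05). DESeq2 gave 81, 19 and 62, and the block came within 1.5 times for the higher genes (17) and not for the total (53) or the lower genes (36). None of the 3 numbers was within 1.5 times with RLE, no filter, the stricter filter, limma voom, all 4 groups, a log2 fold change of at least 1 or any 1 library left out. Chosen after the values were seen, the block with the GC and length correction came within it for the higher genes (17) and drops 13 of the 20 genes of Table 1, and DESeq2 with the block for the lower genes (84) and drops 2. Of the 20 genes, none of which edgeR called, DESeq2 called 18, no filter 20, the fit without B replicate 2 called 19, limma voom 13 and the block 7.

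For D against C the paper gives 214, 150 higher and 64 lower, and edgeR called 45, 38 and 7. DESeq2 gave 214, 150 and 64, and the block came within 1.5 times for the total (146) and the higher genes (114) and not for the lower (32). None was within it with RLE, no filter, the stricter filter, limma voom, all 4 groups, a log2 fold change of at least 1 or any 1 library left out. Chosen after the values were seen, the block with the GC and length correction gave 203, 138 and 65 and drops 6 of the 20 genes of Table 1, and DESeq2 with the block came within it for the total (295) and the higher genes (174) and drops 2. Of the 20 genes edgeR called 7, the newer method 8, the GC and length correction 10, the block 14, limma voom 18, and DESeq2, no filter, the fit without D replicate 3 and the fit without C and D replicate 3 each called 20.

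In D against B the paper gives 1 gene, FABP4, and edgeR called 0 (394 at an unadjusted p under 0.05). DESeq2 called 1, and FABP4 was called by DESeq2 (adjusted p = 0.00437), by no filter and by limma voom. The total was not within 1.5 times with no filter (81) or limma voom (2), and was 0 with the other alternatives set before. DESeq2 with the block, chosen after the values were seen, called 1 and drops 0 of the 1 gene.

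All 11 counts of expressed genes equal the paper's, and none of 53 log2 fold changes of Table 1 differed by more than the errors. These are the genes of Table 1 in the edgeR test (15 of 20 in B against A, 19 of 20 in C against B, 18 of 20 in D against C and the 1 in D against B), and the others were left out by its filter. None of 13 folds in the bars of Fig. 9, read by eye, differed either. The scale of these bars is not certain, since the paper's text names log2 values for RNA-seq. For FABP4 in D against C the bar is at about 16, against a ratio of 74.5 (95% counting interval 12.9 to 2985). The paper's Table 1 gives 6.18 for it on the log2 scale. With limits this wide, the comparison says little about FABP4.

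The paper describes ZBTB16 and PRDM16 as uniquely expressed in D, from lists made for pairs of groups, without naming the other group. Both were above a mean FPKM of 1 in D (3.07 and 1.26) and not in C (0.82 and 0.77), which fits a list against C, and were also above 1 in B (3.97 and 1.22). HOXA4 (1.02) and KLF15 (1.19) were above 1 in D only. FABP4, described as expressed in C too, had 1 count in C and 71 in D.

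The paper reads the PI3K-Akt pathway as upregulated in B. Of the 113 measured genes of the list used here, 9 were higher than in A and 10 lower (camera adjusted p = 0.653). Over all 15000 genes tested, 361 were higher and 346 lower. Camera tests for a shift in 1 direction, unlike the paper's KEGG enrichment of called genes, which was not repeated. For changes in either direction, the list's adjusted p in fry was 6.98e-05, and lists of other kinds passed too. The paper reads the changes of D against C as brown adipogenesis, where 0 of 26 listed brown and beige genes were called by edgeR, 1 by DESeq2 (camera adjusted p = 0.625). It reads PPAR signaling as activated in both treated groups, where 0 of 48 genes in C against B were called by edgeR and 1 by DESeq2. The adjusted p of camera there was 0.4, and that of fry was 0.0323 for changes in either direction. In D against C, 1 of 51 was called by edgeR, and 7 were higher and 1 lower by DESeq2. The list's camera adjusted p was 0.0131, but 0.307 with an estimated correlation and 0.0605 with the block, and in fry it was 0.0456. Over all genes in D against C, edgeR called 45 of 15223 and DESeq2 214 of 16192. FABP4 is described as the single gene higher in D than in both B and C, which DESeq2 with or without the block also gave, while limma voom gave FABP4 and PLIN4, no filter 36 genes and edgeR 0.

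Some genes the paper names as changed were not called by edgeR but were by DESeq2, in the paper's direction: CCND1 (adjusted p = 0.118 and 0.0226) and CDK1 (0.0653 and 0.00476) lower in B than in A, PCK2 (0.378 and 0.0419) higher in C than in B, and PTK2B (0.0591 and 1.79e-05, and 0.0271 with the block) and PLIN1 (0.101 and 8.80e-04) higher in D than in C. TRARG1, described as exclusive to D without naming the other group, had a mean FPKM of 0.19 in D and counts of 4, 0 and 8 in B, with 0 in C.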

Other observations

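Of the tests below, those of B replicate 2, RNA integrity, the other splits and the shared changes around C were chosen after the result was seen, and those of GC content and gene length and of leukocyte RNA were not.

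B replicate 2 lay near group C. On the axis from the other C libraries (0) to B replicates 1 and 3 (1), the highest position of a C library was 0.26, which argues against a swap with a C library. A prefix R in the label was also argued against, as B replicate 3, with the same prefix, lay at 0.888 between C and D and B replicate 2 at 0.0495. A single wrong label may account for it and stays open, with B replicate 2 at a mean of 0.155 (SD of the C positions 0.138). No biological explanation was tested.

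D replicate 3 lay apart from the other D libraries, at 1.82 times the deviation between those 2. After correction for GC content and gene length the ratio was 1.76 (SE 0.026 over resampled genes, which leaves out the spread between libraries). This argues against the trend as the whole cause. Its deviations correlated with those of C replicate 3 (0.392, the highest of 9 pairs), and these libraries have the lowest RNA integrity numbers of their groups (5.7 and 6.9), so that RNA integrity may account for it. A shared differentiation experiment was not tested and also stays open.

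A replicate 1 lay apart from the other A libraries, at 2.14 times the deviation between those 2. After correction for GC content and gene length the ratio was 1.74 (SE 0.021, also over resampled genes and without the spread between libraries). This argues against the trend as the whole cause. Leukocyte RNA cannot be told apart, since 10 of 21 listed genes had 3 counts or fewer in A replicate 1. Only 7 had a level, with a median log2 ratio of 0.64. HLA-DRA had 645 counts against 4 and 13, CD74 351 against 31 and 71 and LAPTM5 26.8 CPM against 22.3 and 26.8, while LYZ and TYROBP had 0 in each A library. PTPRC had 13 counts against 7 and 5, but CD14 had 13 against 63 and 23 and CORO1A 26 against 32 and 44. In A replicates 2 and 3, 5 of the 21 genes were above 1 CPM, and 1 (CSF1R) is in another list. The cells are an established line, for which no sort is described. No biological explanation was tested.

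For each comparison the 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. In B against A the real split gave 707 calls with edgeR and the highest of the others 0, and 1 of 10 splits gave as many. In C against B the values were 0 and 46, and 10 of 10 gave as many, the 46 from the split of B replicates 1 and 3 and C replicate 3 against the rest, which points to a structure of the samples. For D against C they were 45 and 0, and 1 of 10, where the 3 other splits that part all 3 pairs gave 0 and the other 6 part 1 pair. In D against B they were 0 and 0, and 10 of 10.

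The changes of C against B and of D against C, which share C, were correlated at -0.663 over 15100 genes. Simulated unchanged groups gave -0.511 (SD 0.00845, 20 draws), and covariances of -0.0801 and -0.0417 (SD 0.00113), a difference of -0.0384. The share of genes opposite in sign was no higher than in the simulated groups (66.31% and 66.85%). Among 14534 genes tested by DESeq2 in both, it called 25 lower in C than in B and higher in D than in C (of 62 and 138) and 3 the other way (of 17 and 64), and the block gave 17 (of 36 and 109) and 4 (of 17 and 32) among 15098. Simulated unchanged groups gave a mean of 0.45 and 0 with DESeq2 and 0.1 and 0 with the block (20 draws, at most 2, 0, 1 and 0), and independent lists of these sizes would share 0.589, 0.0749, 0.26 and 0.036. The simulated values leave out the effects and the latter the shared C libraries, which were too few to split, so part of the excess may come from them. The draws also hold no deviation shared by a C and a D library, such as that of C and D replicate 3 (correlation 0.392). The simulated calls were added after the data were seen.

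In camera, the integrated stress list was higher in C than in B (adjusted p = 3.8e-11) and the glucocorticoid list lower (3.24e-07), each with 0 members called by edgeR (DESeq2 1 and 4), against 11 and 13 without B replicate 2. Comparing D with C, the glucocorticoid list was higher (4.4e-08, 3 of 37 called by edgeR, 9 by DESeq2) and the stress list lower (7.25e-07, 0 called, DESeq2 1). The 3 became 1 without C replicate 1, 0 without C replicates 2 or 3 and D replicates 1 or 2, and 19 without D replicate 3, which also gave 15 lower stress genes. Mitochondrially encoded genes, cytosolic ribosomal proteins and histones were higher in D than in B (8e-08, 5.27e-04 and 0.022) and than in C (1.31e-05, 0.0446 and 0.00385), with 0 called in each. No cause was tested. No list passed with an estimated correlation, with lowest adjusted p of 0.14, 0.795, 0.205 and 0.358 in B against A, C against B, D against C and D against B.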
